# Glial immune-related pathways mediate effects of closed head traumatic brain injury on behavior and lethality in *Drosophila*

**DOI:** 10.1371/journal.pbio.3001456

**Published:** 2022-01-26

**Authors:** Bart van Alphen, Samuel Stewart, Marta Iwanaszko, Fangke Xu, Keyin Li, Sydney Rozenfeld, Anujaianthi Ramakrishnan, Taichi Q. Itoh, Shiju Sisobhan, Zuoheng Qin, Bridget C. Lear, Ravi Allada

## Abstract

In traumatic brain injury (TBI), the initial injury phase is followed by a secondary phase that contributes to neurodegeneration, yet the mechanisms leading to neuropathology in vivo remain to be elucidated. To address this question, we developed a *Drosophila* head-specific model for TBI termed *Drosophila* Closed Head Injury (dCHI), where well-controlled, nonpenetrating strikes are delivered to the head of unanesthetized flies. This assay recapitulates many TBI phenotypes, including increased mortality, impaired motor control, fragmented sleep, and increased neuronal cell death. TBI results in significant changes in the transcriptome, including up-regulation of genes encoding antimicrobial peptides (AMPs). To test the in vivo functional role of these changes, we examined TBI-dependent behavior and lethality in mutants of the master immune regulator NF-κB, important for AMP induction, and found that while sleep and motor function effects were reduced, lethality effects were enhanced. Similarly, loss of most AMP classes also renders flies susceptible to lethal TBI effects. These studies validate a new *Drosophila* TBI model and identify immune pathways as in vivo mediators of TBI effects.

## Abstract 2

Traumatic brain injury in Drosophila causes sleep and motor impairments, as well as a strong activation of the innate immune response that is crucial for survival. This study leverages Drosophila as a model organism to reveal neuroprotective and neurotoxic injury mechanisms more quickly using high throughout approaches.

**Editor’s Note**

During the second round of review of this article, it came to light that the first author, under a pseudonym, had engaged in activities which do not align with PLOS’ values. Please note that PLOS strongly condemns all discriminatory behaviors, attitudes, and actions.

After becoming aware of this issue, we took into consideration that the other authors of the article may have been unaware of the first author’s activities, that the research reported in this article was likely unaffected by them, and that the issue had come to light after the authors had invested significant effort and resources in conducting this study and revising the manuscript to address issues raised by *PLOS Biology* reviewers. Given these factors, we decided to continue considering the article for publication.

*PLOS Biology* has tried to ensure that this article’s evaluation was not affected by competing interests and adhered to the journal’s high standards for fair, rigorous, and objective peer review. Given the details of this case we have honored the positions of editors when they requested anonymity. The *PLOS Biology* Staff Editors are listed as handling editors on this article for this reason. The peer review process involved the *PLOS Biology* Staff Editors and six external subject matter experts, including two members of our Editorial Board.

**Authors’ Note**

The research presented here was conducted over several years by a large diverse and multidisciplinary group of scientists. We (the co-authors) became aware of the offensive online posts made by Dr. Van Alphen only shortly before his death, while the manuscript was already in revision. We were shocked by these comments and condemn them as anathema to our core values.

We have chosen to publish the science that includes Dr. Van Alphen’s work, as well as significant contributions of several authors, since it addresses an important scientific and societal problem, and since it was conducted with grant funding that carries the responsibility to communicate scientific discoveries with the broader community. The science presented here is independent of the personal views of any of the investigators.

## Introduction

Traumatic brain injury (TBI) is one of the major causes of death and disability in the developed world [1–3]. Yet, the underlying mechanisms that lead to long-term physical, emotional, and cognitive impairment remain unclear.

Unlike in most forms of trauma, a large percentage of people killed by TBIs do not die immediately but rather days or weeks after the insult [4]. The primary brain injury is the result of an external mechanical force, resulting in damaged blood vessels, axonal shearing [5], cell death, disruption of the blood–brain barrier, edema, and the release of damage-associated molecular patterns (DAMPs) and excitotoxic agents [6]. In response, local glia and infiltrating immune cells up-regulate cytokines (tumor necrosis factor α) and interleukins (IL-6 and IL-1β) that drive posttraumatic neuroinflammation [7–10]. This secondary injury develops over a much longer time course, ranging from hours to months after the initial injury and is the result of a complex cascade of metabolic, cellular, and molecular processes [11–13]. Neuroinflammation is beneficial when it is promoting clearance of debris and regeneration [14] but can become harmful, mediating neuronal death, progressive neurodegeneration, and neurodegenerative disorders [15–18]. The mechanisms underlying these opposing outcomes are largely unknown but are thought to depend of the location and timing of the neuroinflammatory response [19,20]. It remains to be determined what the relative roles of TBI-induced neuroinflammation and other TBI-induced changes are in mediating short- and long-term impairments in brain function in vivo.

To study the mechanisms that mediate TBI pathology in vivo over time, we employ the fruit fly *Drosophila melanogaster*, a model organism well suited to understanding the in vivo genetics of brain injury. Despite considerable morphological differences between flies and mammals, the fly brain operates on similar principles through a highly conserved repertoire of neuronal signaling proteins, including a large number of neuronal cell adhesion receptors, synapse-organizing proteins, ion channels and neurotransmitter receptors, and synaptic vesicle-trafficking proteins [21]. This homology makes *Drosophila* a fruitful model to study neurodegenerative disorders [22], including amyotrophic lateral sclerosis (ALS) [23], Alzheimer disease [24], Huntington disease [25], and Parkinson disease [26].

Trauma-induced changes in glial gene expression are a highly conserved feature of both mammalian [27,28] and *Drosophila* glia [29–32] (reviewed in [33]). In *Drosophila*, glia are able to perform immune-related functions [32,34]. Ensheathing glia can act as phagocytes and contribute to the clearance of degenerating axons from the fly brain [29,31,35]. The *Drosophila* innate immune system is highly conserved with that of mammals and consists primarily of the Toll, Immunodeficiency (Imd), and Janus Kinase protein and the Signal Transducer and Activator of Transcription (JAK–STAT) pathways, which, together, combat fungal and bacterial infections [36,37]. Dysregulation of cerebral innate immune signaling in *Drosophila* glial cells can lead to neuronal dysfunction and degeneration [38,39], suggesting that changes in glia cells could underlie secondary injury mechanisms in our *Drosophila* model of TBI.

Most *Drosophila* TBI models [40,41] deliver impacts to the entire body, not just the head, and thus, one cannot definitively attribute ensuing phenotypes to TBI. More recently, a *Drosophila* TBI assay was published that uses head compression in flies just recovered from anesthesia to induce TBI [42]. To remove the confounds of bodily injury and anesthesia, we have developed a head-specific *Drosophila* model for TBI, *Drosophila* Closed Head Injury (dCHI). Here, we show that by delivering precisely controlled, nonpenetrating strikes to an unanesthetized fly’s head, we can induce cell death and increased mortality in a dose-dependent manner. In addition, TBI results in impaired motor control and decreased, fragmented sleep in flies that survive the injury. Impaired motor control persists for many days after TBI, while the sleep phenotype disappears after 3 days. In wild-type flies, TBI results in changes in glial gene expression, where many immune-related genes, including most antimicrobial peptides (AMPs) are up-regulated 24 to 72 hours after injury. TBI-induced behavioral phenotypes do not occur in mutants lacking the master immune regulator nuclear factor kappa B (NF-κB) *Relish* (*Rel*), even though TBI-induced mortality is greatly induced in these mutants, suggesting that these impairments are due to immune activation rather than the injury itself. CRISPR deletions of most AMP classes increase TBI-induced mortality, but survival is increased in flies lacking Defensin, suggesting that the innate immune response to TBI in *Drosophila* can have both beneficial and detrimental effects. Together, these results establish a platform where powerful *Drosophila* genetics can be utilized to study the complex cascade of secondary injury mechanisms that occur after TBI in order to genetically disentangle its beneficial and detrimental effects.

## Methods

### Flies

Fly stocks were raised on standard cornmeal food under a 12-hour light/12-hour dark cycle at 25°C and approximately 65% relative humidity. TBI inductions and climbing assays were carried out in the lab at room temperatures (approximately 21 to 23°C). For sleep and life span experiments, flies were kept on standard cornmeal food under a 12-hour light/12-hour dark cycle at 25°C and approximately 65% relative humidity. All experiments were carried out in young adult (3 to 7 days old) male iso31 flies, an isogenic *w*^*1118*^ control strain commonly used for sleep research. NF-κB Relish null mutants (Relish[E20]) were obtained from Bloomington (w^1118^; Rel^[E20]^ e^[s]^; #9457). Repo-Gal4 was obtained from Bloomington (w[1118]; P{w[+m*] = GAL4repo/TM3, Sb [1] #7415). *UAS-GFP*::*RpL10A* was obtained from the Jackson lab [43]. CRISPR deletions of different classes of AMPs were obtained from Bruno LeMaitre and compared to their iso31 control strain {Hanson, 2019}. For the glial RNAi screen, RNAi lines obtained from Bloomington and VDRC were crossed to repo-Gal4 (BDRC# 7415). Controls consist of the appropriate RNAi control line (y [1] v [1]; P{y[+t7.7] = CaryP}attP2 (BDRC# 36303) for attP2 TRiP lines; y [1] v [1]; P{y[+t7.7] = CaryP}attP40 (BDRC# 36304 for attP40 TRiP lines; isogenic host strain w1118, for GD lines (VDRC ID 60000), empty insertion line y,w[1118];P{attP,y[+],w[3`]} (VDRC ID 60100) for KK lines). Attacin-A (BDRC 56904, VDRC 50320GD), Attacin-B (VDRC 57392, VDRC 33194GD), Attacin-C (VDRC 101213KK, VDRC 42860GD), Cecropin-A1 (BDRC 64855), Cecropin-A2, (BDRC 65160), Cecropin-B (BDRC 61932), Cecropin-C (BDRC 50602), Diptericin-A (BDRC 53923, VDRC 41285GD), Diptericin-B (BDRC 28975), Drosocin (BDRC 67223, VDRC 42503), Drosomycin (BDRC 55391, 63631), Listericin (VDRC 102769 KK), Metchnikowin (BDRC 28546, VDRC 109740 KK), virus-induced RNA-1 (vir-1) (BDRC 58209). All flies were collected under CO_2_ anesthesia at least 24 hours before TBI induction and placed on regular food.

### Aspirator and fly restraint assembly

Aspirators were constructed by wrapping a small square of cheesecloth around one end of aquarium tubing. A P1000 pipette tip was securely attached to covered end of the tubing, and the tip of the pipette tip was cut off to leave an aperture large enough for an individual fly to pass through without difficulty. The aspirator is used to transport individual flies via mouth pipetting. This allows flies to be transferred from their home vials to the experimental setup without using anesthesia. Fly restraints were created by cutting off the last 3 to 4 millimeters of P200 pipette tips to create an aperture large enough to let an individual fly’s head through without letting the entire body through. Multiple sizes of fly restraints were produced to accommodate small variations in size among flies.

### *Drosophila* closed head TBI assay

Flies were removed from their home vials without the use of anesthetic, using an aspirator and gently transferred to a prepared P200 pipette (see above). By applying some air pressure on the aspirator, the fly is pushed into the P200 pipette in such a way that the fly gets stuck at the end, with only its head sticking out. The restrained fly is then placed in a micromanipulator allowing for movement in 3 dimensions, which was subsequently used to move the fly into the appropriate position, with the back of the fly’s head making contact with the pin of a pull-type solenoid (uxcell DC 12V), which delivers 8.34 Newtons of force. Flies were observed using a high-powered camera lens (Navitar Zoom 6000, Rochester, NY) to ensure that they were in the proper position. A variable-voltage power supply (Tenma Corporation, Tokyo, Japan) was set to 12 V and used to power the solenoid, which then delivered a blow to the fly’s head (Fig 1). Flies were hit 1 time, 5 times, and 10 times when observing effect of number of blows on response to TBI. Flies were hit 5 times for all other experiments. To minimize confounding effects of anesthesia, flies were collected under CO_2_ anesthesia at least 24 hours before each experiment. All experiments are carried out in awake, unanesthetized flies.

**Fig 1:**
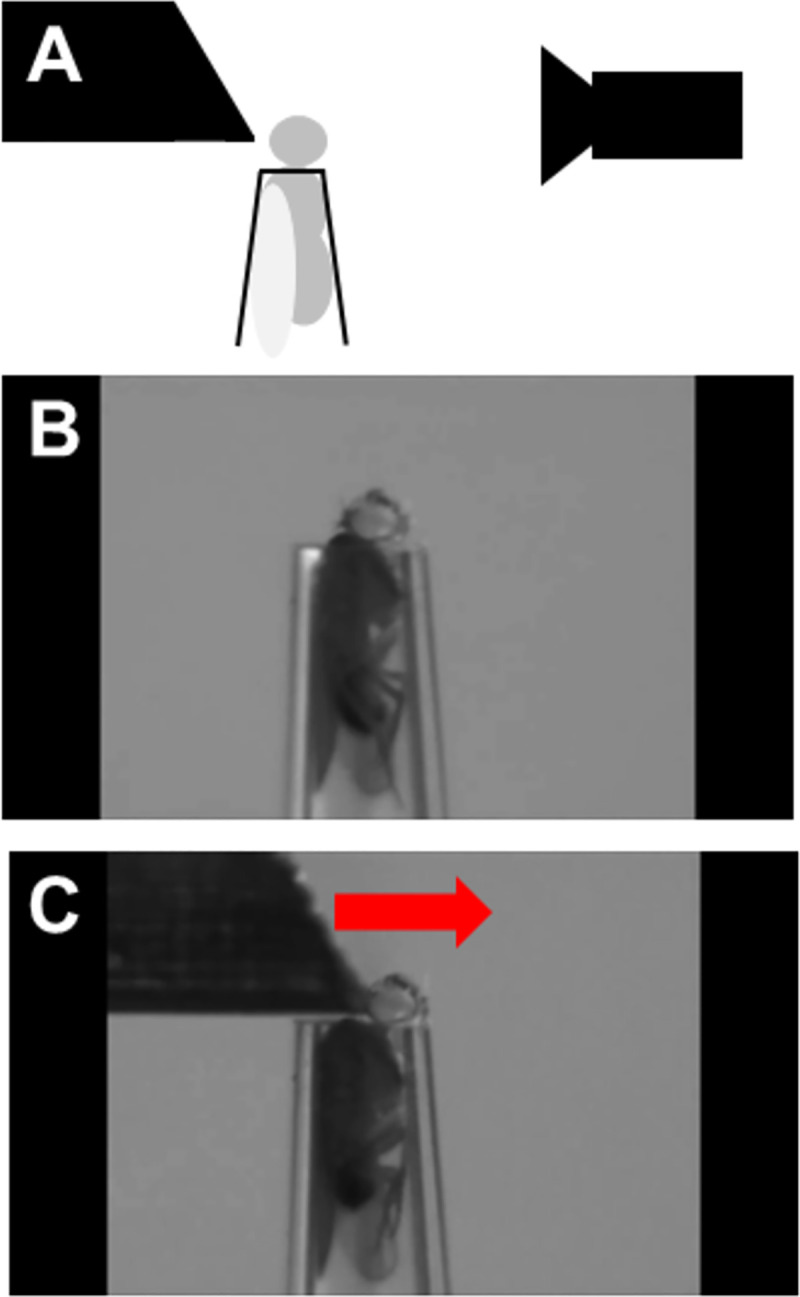
Single fly TBI setup. **(A, B)** To induce head-specific TBI, individual flies are gently aspirated into a modified 200-μL pipette tip that acts as a restraint. Immobilized flies are placed in front of a solenoid, using a set of micromanipulators with 5 degrees of freedom (x,y,z, pitch, roll) and a high-magnification video system to ensure highly replicable positioning. TBI is induced by running a current through the magnetic coil of the solenoid, which retracts a brass trapezoid-shaped block. (**C)** By releasing current, a spring drives the brass block forward, hitting the fly on the top of the head. TBI, traumatic brain injury.

### Quantifying locomotor behavior immediately after TBI

Immediately after TBI induction, individual flies were placed in 35 mm petri dishes, along with some fly food. Fly positions were recorded at 5 frames per second for 4 consecutive hours using a Blackfly CCD camera (FLIR Systems, Wilsonville, OR). Video data were analyzed using a custom Matlab script, using background subtraction to find fly positions in each frame, from which we derived velocity, latency to move, and the percentage of time each fly is active.

### Negative geotaxis response

A climbing assay is used to measure locomotor deficits after TBI in a manner similar to the RING assay [44]. Flies were individually stored in food vials and kept under the conditions discussed above. Vials were vertically divided into six 1-cm tall segments, labeled in order of ascending height (0 cm, 1 cm, etc.). Vials were tapped on a lab bench as a startle stimulus. Flies were then allowed to climb freely for 4 seconds, after which the highest point reached by the flies was observed and recorded. Three trials were observed for each individual fly; flies were allowed a period of at least 1 minute of recovery in between trials. Measurements from individual flies’ trials were then averaged to calculate a fly’s mean performance.

### Mortality assay

After TBI induction, flies are housed in plastic vials with standard corn meal medium and housed in a 12-hour light/12-hour dark cycle at 25°C and approximately 65% relative humidity. Flies are gently transferred to fresh vials every 3 days. Deceased flies remaining in the old vial are counted.

### Sleep assay

Three- to 7-day-old flies were placed into individual 65-mm glass tubes in the *Drosophila* activity monitoring (DAM) system (Trikinetics, Waltham, MA), which were placed in incubators running a 12-hour light/12-hour dark cycle. All experiments were carried out at 25°C. Sleep data were collected by the DAM system in 1-minute bins and analyzed offline using custom-made Matlab scripts (Matlab 2011a, Mathworks, Natick, MA). Briefly, sleep was defined as any period of inactivity of 5 minutes or more [45,46]. For each fly, total amount of sleep per day, average bout length, number of sleep bouts, number of brief awakenings, and average daily activity were derived from its activity trace (number of infrared beam crossings per minute).

### Statistics

All statistical analysis for behavioral experiments was performed using Matlab 2011a for PC. For TRAP-seq analysis, see below. Mortality assay: Survival curves were plotted using the Kaplan–Meier estimator as described [47]. The statistical significance was calculated using the log-rank test. Plots and log-rank tests were performed in Matlab, using scripts developed by [48].

### TUNEL assay

A TUNEL assay was performed in whole brain as per manufacturer’s protocol (In situ cell death detection kit, Fluorescein, Sigma Aldrich, St. Louis, MO). The brains were carefully dissected out at different time points and fixed in 4% paraformaldehyde for 20 minutes followed by 3× 15-minute wash in PBST (PBS with 0.5% Triton-X 100). The brains were incubated in TUNEL mixture (prepared as per manufacturer’s instruction) for 60 minutes at 37°C followed by 3× 15-minute wash in PBST. The brains were then mounted in Vectashield mounting medium. TUNEL-positive values were determined for the entire central brain.

### TRAP-seq

After receiving TBI, flies were collected at one of 3 time points, namely, 1 day postinjury, 3 days postinjury, and 7 days postinjury at ZT0 (lights-on in 12-hour light:12-hour dark). Flies were collected in 15 ml conical tubes and flash frozen in liquid nitrogen. Their heads were collected by vigorously shaking frozen flies and passing them through geological sieves. Approximately 100 heads were used for each experiment. Heads were homogenized for 3 minutes by Pellet Pestle Cordless Motor. Translating Ribosome Affinity Purification and Sequencing (TRAP-Seq) was performed as described [43,49]. Sepharose beads were prepared by rinsing 25 μL of resin per reaction with 1 mL of extraction buffer. Protein A Plus UltraLink (PAS) resin was incubated with 1 mL of extraction buffer and 2.5 uG of HTZ 19C8 antibody and rotated for 2 to 3 hours at room temperature. Beads were then spun at 2,500*g* for 30 seconds at room temperature and rinsed another 3 times with extraction buffer. The conjugated beads were then incubated with 1 mL of blocking buffer for 15 minutes at 4°C. The beads were then spun again at 2,500*g* for 30 seconds, and the supernatant was discarded. The beads were washed with 1 ml cold extraction buffer. This process was repeated another 2 times. Beads were incubated with 260 μL of head extract for 1 hour at 4°C and then spun at 2,500*g* for 30 seconds at 4°C. The beads were rinsed with 1 mL of cold wash buffer at 4°C. This process was repeated 3 times. After the final wash, 1 mL of Trizol was added. The beads were rotated at room temperature for 15 minutes. Chloroform was added, and the beads were subsequently shaken by hand for 30 seconds and incubated for 3 minutes at room temperature. The beads were then centrifuged at 15,000 rpm for 15 minutes at 4°C. The resulting upper aqueous phase was extracted and transferred to a new tube with 70% ethanol. RNA was extracted following the RNeasy Micro Kit protocol (Qiagen, Venlo, the Netherlands). RNA purified from the GFP tagged RpL10 was then reverse transcribed to cDNA. The cDNA was used as template for T7 transcriptase to amplify the original RNA. We synthesized first and second strand cDNA from RNA first with Superscript III and DNA polymerase. Then, we amplified the RNA by synthesizing more RNA from the cDNA template with T7 RNA polymerase. Amplified RNA was purified with RNeasy Mini Kit (Qiagen). A detailed procedure for amplification can be in found in [50]. After the second round of cDNA synthesis from amplified RNA, the cDNA was submitted to HGAC at University of Chicago for library preparation and sequencing.

### Quantification of data, differential expression, and functional annotation analyses

Sequencing was done with Illumina HiSeq 2000. All samples are done with single-end reads of 50 base pairs in length. At least approximately 5,000,000 mappable reads were obtained and used for quantification for each sample. Reads were quantified against transcript assembly release 6.10 from Flybase with Kallisto. Results of each gene were calculated by adding up all the transcripts for the gene. RNA-seq data were quantified at transcript level using Kallisto [51], using FlyBase_r6.14 as a reference transcriptome [52]. Quantified transcripts were summed up to the gene level using tximport library [53]. A minimal prefiltering, keeping only rows with more than 2 reads, was applied to gene level data before differential expression (DE) analysis. Differential gene expression analysis was performed on TBI versus control data with DESeq2 [54], using the likelihood ratio test to correct for batch effect among the biological replicates. Genes with the absolute log2 fold change higher than 0.6, and false discovery rate adjusted *p*-values ≤ 0.1 were identified as differentially expressed consistent with previous studies [55–60]. Day 7 replicates were corrected for sequencing depth and possibly other distributional differences between lanes, using upper-quartile (UQ) normalization, available through RUVSeq library [61], before proceeding to DE analysis. One replicate was removed from further analysis, due to extremely low expression across the sample, which was not comparable to the levels observed in the other Day 7 replicates. DEseq2 can assess DE with 2 replicate samples as input [62–67]. Functional annotation of DE genes was performed using the DAVID database (release 6.8 [68,69]) with a focus on gene ontology (GO) terms and Reactome pathways. Fastq data have been uploaded to the GEO repository (Series record GSE164377).

Supporting figures for post-TBI days 1, 3, and 7 (S5 Fig) show sample comparison of relative log expression in untreated and successfully corrected data (panels A, C, E and B, D, F, respectively). Small deviations, arising from the technical differences, can be observed in D01 and D03; these were removed with UQ between lane correction [70]. For D07 (S5E Fig), we have observed that the replicates are lower quality, and there is a significant deviation in values between replicates within the TBI group, with replicate R3 assumed to be corrupted (see S5 Fig). For consistency, we applied the same correction method to remove technical differences from post-TBI day 7, but as expected, replicate R3 did not improve. Taking this into consideration, we decided to remove this replicate from further analysis.

## Results

### dCHI: A controlled head impact model for TBI in *Drosophila*

To study TBI in flies, we developed a head-specific TBI model where brain injury is inflicted in unanesthetized, individually restrained flies using a solenoid to deliver well-controlled, nonpenetrating strikes to the fly head (Fig 1). For TBI induction, individual flies are transferred from their home vial to a prepared P200 pipette tip, using an aspirator. Flies are gently blown upward until the head emerges from the tip of the pipette (Fig 1B). The pipette is then placed in a micromanipulator platform with 5 degrees of freedom (pitch, roll as well as movement along the XYZ axes). The top of the fly head is pressed against the tip of the solenoid that consists of a metal pin running through a copper coil attached to a spring. By running a current through the coil, it acts as a magnet, drawing the pin back and arming the spring. When the current is halted, the spring causes the pin to shoot out, thus allowing us to deliver one or more blows to the fly’s head (Fig 1C, S1 Movie). After TBI induction, flies are aspirated out of the pipette tip and returned to an empty vial containing regular fly food.

### dCHI results in immediate locomotor defects

Immediately after TBI induction, flies are often able to stand but only barely respond to tactile stimuli (S2 Movie). However, mobility returns in a manner of minutes (S3 Movie).

To quantify locomotor impairments after TBI, we placed flies in 35 mm petri dishes immediately after TBI, along with some fly food, and recorded fly positions using a CCD camera. Sample traces for 3 intensities (1, 5, and 10 strikes; TBIx1, TBIx5, and TBIx10) as well as sham-treated controls are shown in S1A Fig.

After TBI, approximately 25% flies in the TBIx1 condition are immobile versus approximately 55% in the TBIx5 and TBIx10 conditions (S1B Fig). Flies in the TBIx1 condition started moving within seconds, while flies in the TBIx5 and TBIx10 conditions started moving after minutes (3.3 and 10 minutes, respectively; S2C Fig). We also observed some locomotor defects (circling, slow walking, sideways walking, backwards walking, and jumping) shortly after TBI onset, in a dose-dependent manner (25%, 45%, and 50% in the TBIx1, TBIx5, and TBIx10 groups, respectively) (S2D Fig). These movement disorders only occurred in flies that were immobile immediately after TBI and were not observed in flies that immediately started walking. Walking speed was reduced in all 3 groups during the first hour post-TBI, but the TBIx1 and TBIx5 groups had recovered by the second hour. Walking speed remained impaired for all 4 hours in the TBIx10 group (S2E Fig). Overall activity (% of time active) was significantly reduced in the TBIx5 and TBIx10 groups for the first hour after TBI but unaffected in the TBIx1 group (S2F Fig).

### dCHI increases mortality and impairs negative geotaxis in a dose-dependent manner within 24 hours

We next examined the pathological and behavioral effects within the first 24 hours post-dCHI. TBI phenotypes become more severe with consecutive strikes in mammals [71] and *Drosophila* [40,41]. We subjected male flies to 1, 5, or 10 consecutive solenoid strikes, delivered at 1 strike per second. After TBI induction, treated and sham-treated cohorts were individually housed in vials containing standard food. Twenty-four hours after TBI exposure, surviving flies were counted in each of the 4 groups. We observed a dose-dependent increase in 24-hour mortality (Fig 2A). At 1 strike (TBIx1), there is no effect on 24-hour mortality (*p* = 0.68). Mortality is increased in a dose-dependent manner (control versus TBIx5, *p* = 0.03; control versus TBIx10, *p* = 0.004; ANOVA with Dunnett post hoc test, F(3,8) = 8.41; *n =* 3 replicates of 10 flies/group).

**Fig 2:**
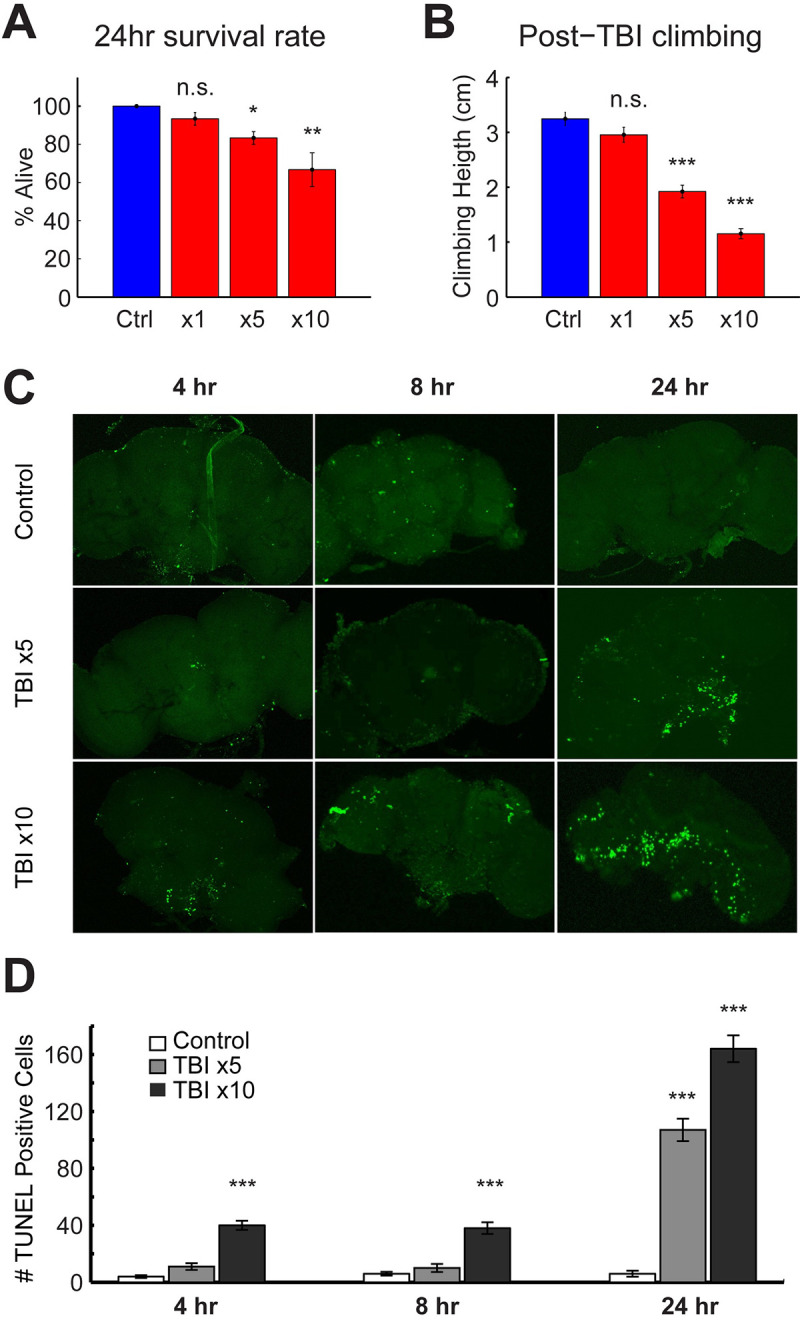
TBI causes cell death, mortality, and impaired climbing in a dose-dependent manner. Male w1118 flies were exposed to either 1, 5, or 10 strikes to the head, delivered at 1 strike per second (*n* = 32 per group). (**A)** 24-hour survival rate decreased with increased number of strikes. (**B)** In surviving flies, climbing behavior was quantified and compared to sham-treated controls 24 hours after TBI. Climbing behavior became more impaired with increased TBI severity (n.s = not significant, *** *p* < 0.001, one way ANOVA with Dunnett post hoc test, *n* = 30/group). Cell death following TBI was quantified with a TUNEL assay. **(C)** Representative images of TUNEL staining at different time points in control and post-TBI flies. **(D)** Histogram showing significantly increased TUNEL-positive cells post-TBI in a dose-dependent manner (*n* = 10, 8, 8 for controls, *n* = 8, 8, 9 for TBIx5, and *n* = 7, 7, 8 for TBIx10 at 4 hours, 8 hours, and 24 hours, respectively). * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001 ANOVA with Dunnett post hoc test. Error bars indicate SEM. All figure-related data are located in S2 Data. TBI, traumatic brain injury.

Loss of balance and poor motor coordination are symptoms associated with TBI [72–74]. Impairments in motor control, balance, and sensorimotor integration are also a well-studied endophenotype in rodent models of TBI (as quantified by beam balance, beam walk, and rotarod assays; reviewed in [75]). In *Drosophila*, impairments in sensorimotor integration are quantified by measuring the negative geotaxis response, a reflexive behavior where a fly moves away from gravity’s pull when agitated [76]. Impaired negative geotaxis has been observed in aging and in *Drosophila* models of neurodegeneration [77–79].

To assess sensorimotor function after TBI, we used a variation of the negative geotaxis assay [44], where the average height climbed in a defined time period is quantified, rather than a pass/fail number for absolute height as more subtle deficits can be observed using this approach. Typically, young adult wild-type flies reach an average climbing height of approximately 4 to 5 cm in a 3-second time period [44]. In our assay, sham-treated *w*^*1118*^ flies (3- to 7-day-old males) reached an average height of approximately 3.4 cm in 4 seconds (Fig 2B; 0 days post-TBI). Climbing behavior, driven by negative geotaxis becomes impaired after TBI. After a single hit, there is no detectable difference in climbing, 24 hours after TBI induction (control versus TBIx1, *p* = 0.1876; Fig 2B). However, after 5 or 10 consecutive hits, climbing behavior becomes impaired in a dose-dependent manner (Fig 2B; control versus TBIx5, *p* = 2.67 × 10^−6^; control versus TBIx10, *p* = 2.67 ×10^−6^; ANOVA with Dunnett post hoc test, F(3,99) = 57.54; *n =* 30 flies/group).

### TBI increases apoptotic cell death in a dose- and time-dependent manner

To test whether our TBI assay causes neuronal death, apoptosis was quantified using a TUNEL assay [80] after inducing TBI by striking flies either 5 or 10 times and comparing the number of TUNEL-positive cells at 3 different time points (4, 8, and 24 hours) between TBI-treated flies and sham-treated controls. Controls showed, on average, 2 to 4 TUNEL-positive cells, which may be spontaneous apoptotic cells (Fig 2C and 2D). Four hours after TBI induction, we saw an increase in TUNEL-positive cells in the TBIx10 condition (*p* = 2.56 × 10^−6^) but not in the TBIx5 condition (*p* = 0.1027; F(2,23) = 68.29) at this time point (Fig 2D). Eight hours after TBI induction, we also saw an increase in TUNEL-positive cells in the TBIx10 condition (*p* = 2.93 × 10^−6^) but not in the TBIx5 condition (*p* = 0.5623; F(2,22) = 33.41) at this time point (Fig 2D). Twenty-four hours after TBI induction, we saw an increase in TUNEL-positive cells in both the TBIx5 (*p* = 2.57 × 10^−6^) and the TBIx10 condition (*p* = 2.53 × 10^−6^; F(2,19) = 111.23) at this time point (Fig 2D). ANOVA with Dunnett post hoc test. Taken together, dCHI induces advanced mortality, motor deficits, and cell death within the first 24 hours.

### dCHI reduces life span

Given the slowly evolving nature of TBI pathology, we next examined the chronic effects of dCHI over time. We first examined life span. Unlike other forms of trauma, death after TBI rarely occurs immediately. To test how our TBI assay affects overall life span, we delivered 5 consecutive strikes to the top of a fly’s head (S1 Movie). After this, flies were housed individually, and survivors were counted every day. dCHI significantly reduces life span (log-rank test on Kaplan–Meier survival curves, *p* < 0.001). Around 50% of the TBI group had died 14 days after TBI induction, while 50% of the sham-treated controls had died 32 days after the start of the survival assay (Fig 3A).

**Fig 3:**
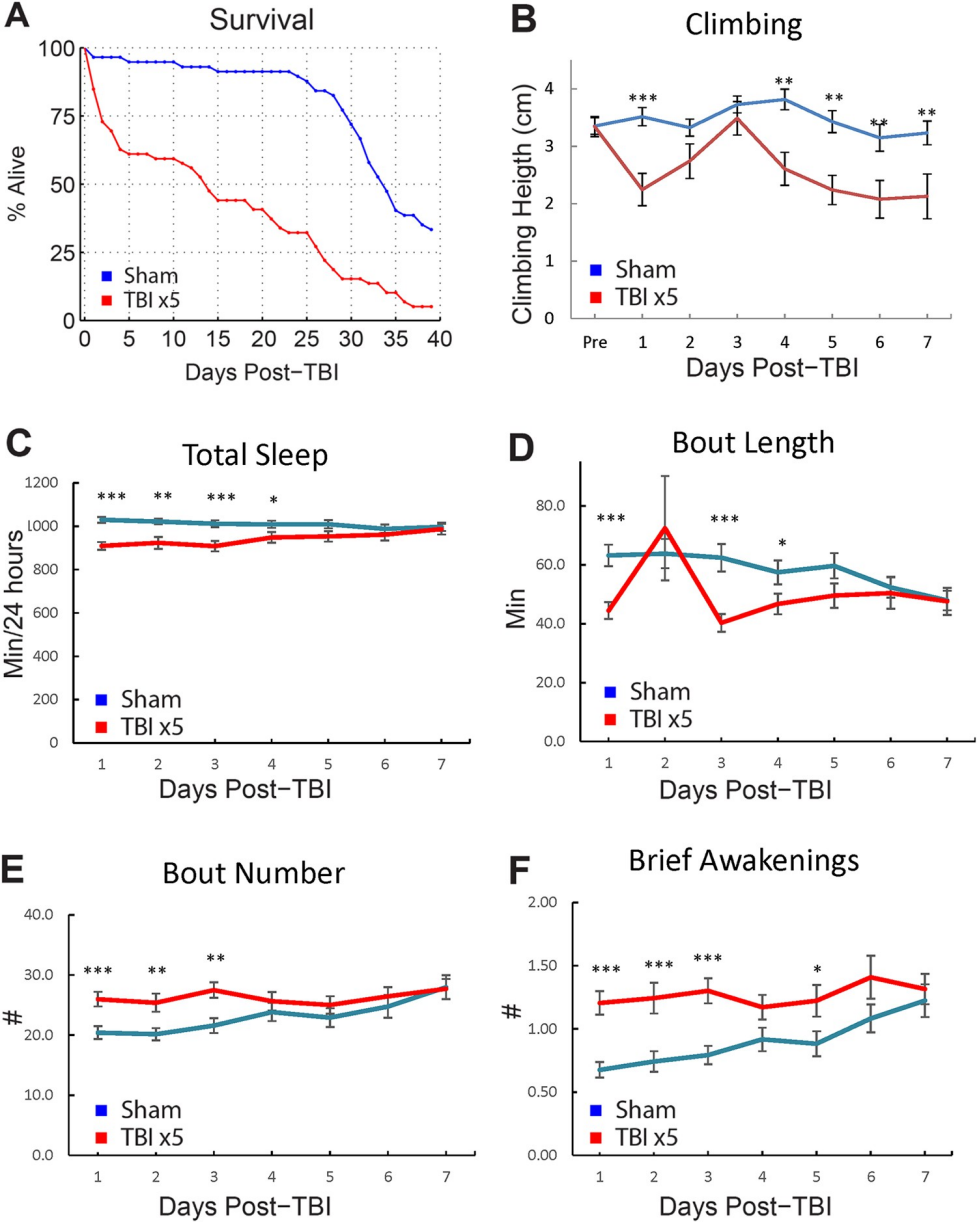
Long-term effects of TBI on mortality, climbing, and sleep architecture. **(A)** Kaplan–Meier estimates of survival functions in TBI-treated flies and sham-treated controls. TBI (5 strikes) was induced in male w1118 flies (*n* = 59), and post-TBI survival was compared to survival in sham-treated controls (*n* = 57) using a log-rank test. TBI results in a significant decrease in survival rate (*p* < 0.001). Around 50% of the TBI group was deceased 14 days after TBI induction, while 50% of the sham-treated controls had died 34 days after the start of the survival assay. (**B)** Climbing behavior was tested in male w1118 flies, after which TBI was induced (*n* = 30). Climbing behavior was subsequently tested for 7 days after TBI and compared to sham-treated controls (*n* = 30). Climbing impairments recover on post-TBI days 2 and 3, followed by a relapse on days 4–7. (**C)** Sleep architecture was quantified in male flies up to 10 days after TBI induction (*n* = 96) and sham-treated controls (*n* = 84). TBI induction resulted in (**C)** decreased total sleep for up to 3 days post-TBI. (**D, E)** More fragmented sleep (decreased bout length, increased bout number) and (**E)** increased brief awakenings, suggesting lighter sleep. *** *p* < 0.001, ** *p* < 0.01 by *t* tests with Bonferroni correction. Error bars indicate SEM. All figure-related data are located in S3 Data. TBI, traumatic brain injury.

To test whether this increase in mortality is mainly due to flies dying during the first 14 days after TBI, we removed flies that died during this peropd from both controls and TBI flies cumulatively, for up to 2 weeks after TBI, and performed log-rank test on the remaining flies. In all cases, survival rate is still significantly decreased in the TBI group, suggesting that the increased mortality is not due to flies that die early (S2 Fig).

### dCHI impairs motor control in a biphasic manner

One day after being subjected to 5 consecutive hits, injured flies display a decrease in climbing capacity, compared to sham-treated controls (Fig 3B; *p* < 0.001, *t* test with Bonferroni correction). Flies recover from days 2 to 3, suggesting that climbing deficits are not due to permanent injuries to the legs or to Johnston’s organ, the fly’s gravity sensor [81,82]. Subsequently, flies undergo a relapse as climbing behavior is impaired again on days 4 to 7 (*p* < 0.01, *t* tests with Bonferroni correction). The biphasic response to dCHI mirrors a similar biphasic motor response to TBI in a rodent model of TBI where rotarod performance was decreased at 2 and 30 days post-TBI, but not at 7 days post-TBI [83].

### dCHI reduces and fragments sleep

Sleep–wake disturbances after TBI are highly prevalent, occurring in 30% to 70% of TBI patients and consisting of insomnia, hypersomnia, fragmented sleep, and altered sleep architecture (reviewed in [84]). In rodent models of TBI, the most commonly reported sleep phenotypes are increased total sleep [85,86–89] and increased sleep fragmentation [85,86,88,90–92].

To test whether sleep is impaired in our TBI model, flies were individually loaded into *Drosophila* Activity Monitors immediately after TBI induction (5 strikes). Flies that died during the behavior runs were included in our analysis. The first 3 days post-TBI, sleep was reduced in TBI-treated flies compared to sham-treated controls (*p* < 0.001, *t* test with Bonferroni correction; Fig 3C). Also, sleep was fragmented, as seen by a decrease in the length of an average sleep bout (*p* < 0.001, *t* test with Bonferroni correction; Fig 3D) and an increase in the total number of sleep bouts (*p* < 0.01, *t* test with Bonferroni correction; Fig 3E). Brief awakenings, a measure of sleep depth [46] were increased (*p* < 0.001, *t* test with Bonferroni correction; Fig 3F). These sleep phenotypes were not evident after 4 days (Fig 3C–3F). Together, these results show that sleep in flies is decreased and fragmented in the first few days after TBI but that it returns to baseline after 4 days.

To test whether there is a difference in sleep architecture between flies that survived the 7-day experiment and flies that died during the run, we analyzed sleep in both groups separately. Sleep in survivors is decreased (S3A Fig), mostly due to a decrease in night time sleep that persists for 4 days post-TBI (S3A2 Fig). Sleep bout length is decreased (S3B Fig), and the number of sleep bouts is increased (S3C Fig), indicating fragmented sleep. Wake activity was not changed (S3D Fig). On the other hand, the effect of TBI on sleep in flies that died during the experiment is much more limited (S4 Fig).

### dCHI acutely activates the innate immune response

TBI in *Drosophila* affects glial morphology and function [42], including increased blood–brain barrier permeability [93]. Likewise, glia are activated after axonal injury in flies and facilitate clearance of damaged axons [94]. To test whether dCHI could alter glial gene expression, we used TRAP-seq. TRAP-seq allows for a cell type–specific analysis of the all mRNAs that ribosome associated and thus are potentially being translated [49,95]. We used the pan-glial driver *repo-GAL4* [96] to drive *UAS-GFP*::*RpL10A*, a GFP-tagged version of a ribosomal protein [49]. Head RNA was isolated at 1, 3, and 7 days after TBI induction and compared them to sham-treated controls. 

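The glial RNA was sequenced in 17 libraries, with 3 sham and 3 TBI libraries on day 1, 3 and 3 on day 3, and 3 sham and 2 TBI libraries on day 7. The sample labels number the days 3, 6 and 10, and the paper's supplementary tables head the same libraries as 1, 3 and 7 days after TBI. The labels record female flies where the paper states male flies, and the paper gives 200 heads per replicate in its results and 100 in its methods. Reads were 50 bases long and single-ended, and the replicates were kept apart.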

Ribosome-associated mRNAs were isolated by immunoprecipitation of the RpL10A-GFP. For each time point, 3 replicates (*n =* approximately 200 male fly heads/replicate) were collected. Gene expression levels were determined using Kallisto-derived estimated counts of glial TRAP-seq data collected at 1, 3, or 7 days after dCHI. 

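The deposited table gives TPM, transcript abundances scaled to a common total per library, which the authors made with Kallisto and summed to genes with tximport, and not the estimated counts that entered the paper's tests. It lists 13479 genes, of which 814 are at 0 in every library. The listed genes add up to between 832800 and 854953 TPM per library, with a median of 848104, and between 9880 and 11350 genes were above 0. TPM values keep no read depth, so the counting error of a library cannot be worked out from them. TBI and sham libraries of the same day were compared on log2(TPM + 1) with limma, with the replicate number as a block on days 1 and 3 and without it on day 7. A gene was called changed at an absolute log2 fold change of at least 0.6 and a Benjamini-Hochberg adjusted p of at most 0.1, the paper's thresholds. Because 1 TPM was added before taking logarithms, fold changes of genes near 0 TPM are smaller than those from counts. On simulated libraries in which 200 genes had been changed, the fit recovered 79.0% of them with the design of day 1, 63.5% with that of day 3 and 57.0% with that of day 7. The genes changed in the simulation averaged at least 10 TPM and were moved by well over 0.6 on the log2 scale. These shares therefore do not hold for genes of lower expression or for changes near the threshold.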

Due to technical issues with one of day 7 TBI replicates, it was removed from further analysis (see Methods and S5 Fig).

To validate the method, we assessed enrichment of known glial genes in the anti-GFP immunoprecipitate (IP) relative to the input of whole head mRNAs (Fig 4A). Expression levels for non-glia inputs were compared to glia-positive controls and show that glia-specific genes are enriched, including *astrocytic leucine-rich repeat molecule* (*alrm*) [29]), which is expressed highly in astrocytes, *gliotactin*, a transmembrane protein on peripheral glia and *reversed polarity* (*repo*) [96]. Expression of neuron-specific genes embryonic lethal abnormal visual system (elav) and synaptobrevin (nsyb) was not significantly altered (Fig 4A).

**Fig 4:**
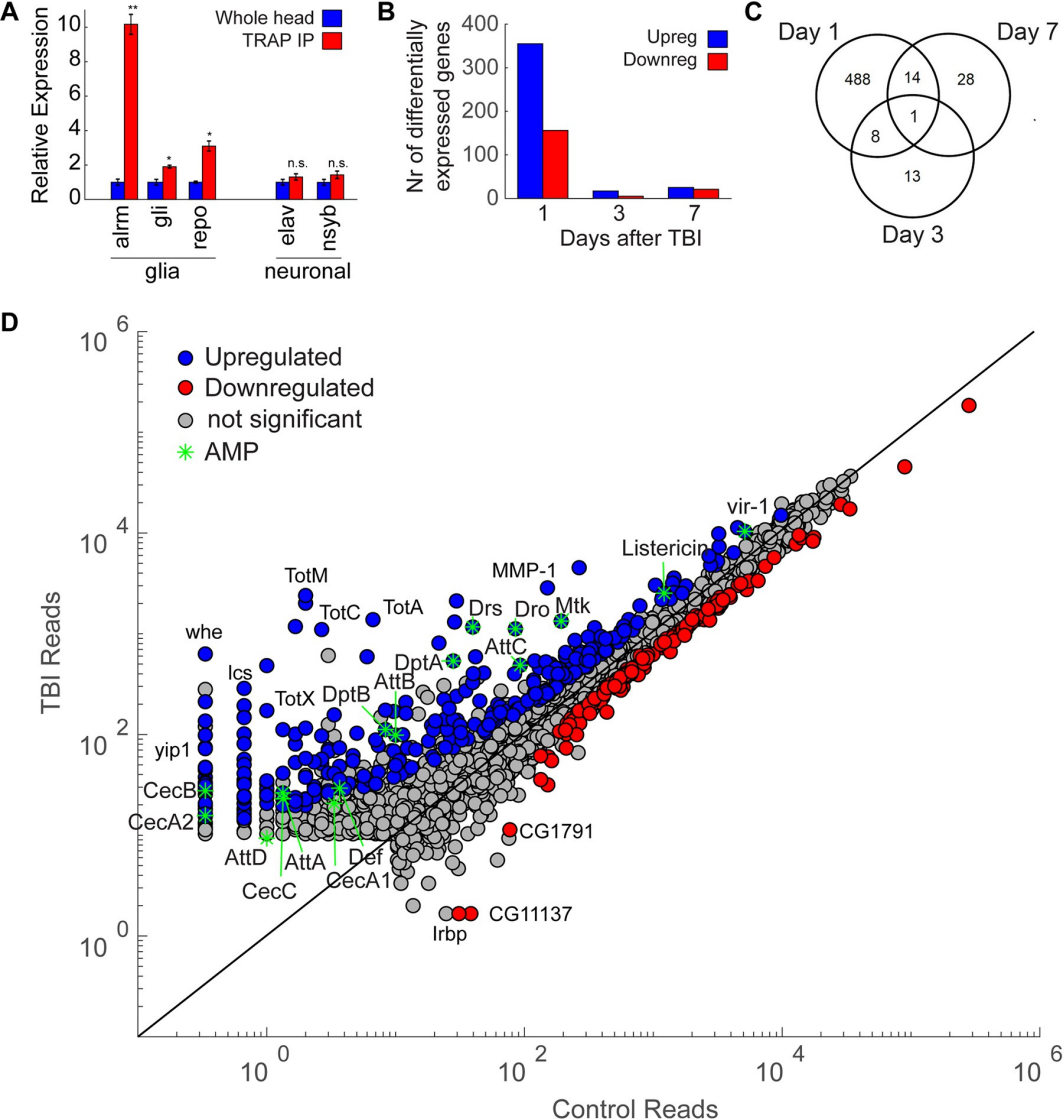
TBI causes changes in gene expression. **(A)** Expression levels for whole head inputs are compared to glia-specific TRAP IP and show that glia-specific genes are enriched, including alrm (astrocyte-specific), gli (expressed in subperineurial glia), and repo (pan-glial). Expression of neuron-specific genes elav and nsyb were not significantly altered. Data are normalized for whole head inputs (3 replicates for both whole head inputs and TRAP IP, ** *p* < 0.01, * *p* < 0.05, *t* test). Error bars show SEM. (**B)** TBI induction results in a large number of differentially expressed genes in glia cells. Around 356 genes are up-regulated, and 156 are down-regulated 1 day after TBI induction. Three days after TBI, gene expression is almost back to baseline, with only 17 genes that are up-regulated and 5 genes that are down-regulated. Seven days after TBI differential gene expression, 24 genes are up-regulated and 22 are down-regulated. (**C)** Venn diagram showing the overlap of differentially expressed genes (up-regulated + down-regulated) on 1, 3, and 7 days after TBI induction. (**D)** Scatter plot for glial genes where average reads in the control condition are plotted against average reads 24 hours after TBI (blue dots, log₂fold change ≥ 0.6, Benjamini-adjusted *p* < 0.1) or down-regulated (red dots, log₂fold change ≤ −0.6, Benjamini-adjusted *p* < 0.1) 24 hours after TBI induction. AMPs are indicated with green asterisks. Genes with average reads <10 in both control and TBI condition were excluded. All figure-related data are located in S4 Data. alrm, astrocytic leucine-rich repeat molecule; AMP, antimicrobial peptide; elav, embryonic lethal abnormal visual system; gli, gliotactin; nsyb, synaptobrevin; repo, reversed polarity; TBI, traumatic brain injury; TRAP IP, TRAP immunoprecipitated.

We initially looked at genes that are differentially expressed between dCHI and sham-treated controls. Log_2_ fold change shows how gene expression levels change after dCHI, compared to sham-treated controls. *P* values are adjusted using the Benjamini–Hochberg procedure to correct for false discovery rates [97]. 

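On day 1, 346 of the 12085 genes tested passed both thresholds, and 2198 had an unadjusted p under 0.05 in limma. On day 3, 0 of 11835 genes passed, with 688 at an unadjusted p under 0.05. On day 7, 0 of 11966 genes passed, with 504 at an unadjusted p under 0.05. Over the 11 alternatives the count of day 1 ran from 10 genes, when replicate 2 was left out, to 684, when only genes with at least 1 TPM on average were tested. Every TBI library lay on one side of every sham library in 16.1% of the genes on day 1 and in 7.49% on day 3, where chance gives 10%. On day 7 this held for 17.5% of the genes, where chance gives 20%. The TBI effect itself differed between day 1 and day 3 in 2 of 12446 genes, with 1620 at an unadjusted p under 0.05, and between day 1 and day 7 in 5 of 12493 genes, with 475 at an unadjusted p under 0.05.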

We first noted that the number of differentially expressed genes on day 1 post-dCHI vastly outnumber those evident on day 3 or day 7 (S1–S3 Files). In general, the number of up-regulated genes is higher than the number of down-regulated genes (Fig 4B, S6 Fig). 

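Of the 346 genes called on day 1, 265 were higher and 81 lower after TBI, so that 76.6% of the calls were increases. Among the genes with an unadjusted p under 0.05 on that day, 1190 of 2198 were higher. When only genes with at least 1 TPM on average were tested, 466 genes rose and 218 fell, and the share of increases was 68.1%. On day 7, 454 of the 504 genes with an unadjusted p under 0.05 were higher. However, the median log2 fold change of all genes with at least 1 TPM on average was 0.29 on that day. After upper-quartile scaling the median was 0.01, and 344 of 584 such genes were higher.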

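Since 0 genes passed the thresholds on days 3 and 7, 0 genes were called on more than 1 day. At an unadjusted p under 0.05, 228 genes were shared by days 1 and 3, where independent lists would share 131, and 181 of them moved in the same direction. Days 1 and 7 shared 122 genes against 93.0 for independent lists, 118 of them in the same direction. For days 3 and 7 the numbers were 63 against 29.1, with 55 in the same direction. Of the 263 genes that rose on day 1 and were tested on day 3, 96 were higher after TBI on day 3 as well. On day 7, 239 of 265 were higher, when most genes with at least 1 TPM on average were. Single libraries weigh on both shares. Outside a list of midgut digestive enzymes, 249 genes rose on day 1. Of these, 114 stood at least 0.6 (log2) above the other shams of the day in sham day 3 replicate 2. In TBI day 7 replicate 1, 146 stood as far above the shams of the day. Of the 81 genes that fell on day 1, 68 were lower on day 3 and 77 on day 7. When all 17 libraries shared one fit, 2 genes were called on more than 1 day, CG40470 and Peritrophin-15b, the latter named after its values were seen. With a minimum of 1 TPM on average they were Mtk and AttC, on days 1 and 3. The genes whose effect differed between days 1 and 3 were Hsp26, with a difference in log2 fold change of 4.69 (adjusted p = 0.0245, limma interaction), and CG31957, with 2.15 (adjusted p = 0.0402). Between days 1 and 7 they were Ccp84Ab (4.79), CG9673 (2.27), Dgat2 (2.48), CG10576 (−5.45) and Pal1 (−0.84), and 0 genes passed when the replicate block was added to that test. Hsp26 was also listed at 117 TPM in sham day 3 replicate 2 and at 413 TPM in TBI day 7 replicate 1.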

The differentially regulated genes are qualitatively different as well, with little overlap among differentially expressed genes on post-TBI days 1, 3, and 7 (Fig 4C). 

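CG40470 spans positions 23839860 to 23986410 of chromosome 3L in the release 6 annotation. On day 1 it was listed at 97.9 ± 11.5 TPM in sham and 55.0 ± 3.53 TPM in TBI libraries (SD, n = 3 each). The means on day 3 were 67.8 ± 10.3 TPM and 39.2 ± 2.90 TPM (SD, n = 3 each). On day 7 the sham libraries held 65.3 ± 8.43 TPM (SD, n = 3) and the TBI libraries 32.9 and 36.6 TPM. The log2 fold change on day 1 was -0.82 (standard error 0.11, limma adjusted p = 0.0775), past the threshold. It was -0.77 on day 3 (standard error 0.14, limma adjusted p = 0.815) and -0.89 on day 7 (standard error 0.19, limma adjusted p = 0.717), where the adjusted p did not reach 0.1. On day 1, CG40470 fell below the threshold under 4 of the 11 alternatives, among them each replicate left out. Over all 11 the limma adjusted p of day 1 ran from 0.0244 to 0.303. All TBI libraries lay below all sham libraries of the same day.

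**Figure D1:**
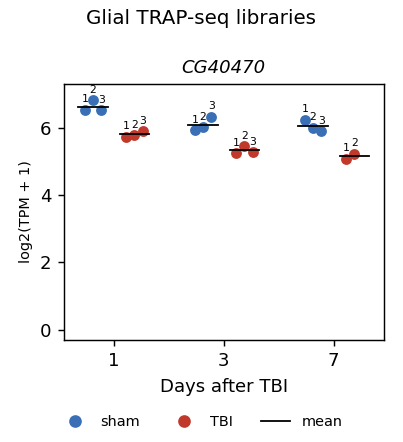
CG40470 in each glial TRAP-seq library, as log2(TPM + 1) on the vertical axis against days after TBI, with sham libraries in blue, TBI libraries in red, points numbered by replicate and bars at the group means. The TBI libraries lie below the sham libraries on each of the 3 days.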

Only one gene, CG40470, was down-regulated at all 3 time points.

By plotting the average gene levels in the control group against those in TBI-treated flies (Fig 4D), we see that TBI results in genes being more strongly up-regulated than down-regulated (more blue dots, further away from unity line). 

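Among the genes called on day 1 with a mean of at least 10 TPM and the same direction in all 3 replicates, the 5 largest increases in log2 fold change were CG34212 (9.51), whe (9.34), CG43680 (8.44), alphaTry (7.73) and lcs (7.16). The 5 largest decreases were EMC4 (-5.38), tobi (-1.63), CG34456 (-1.48), Gclc (-1.40) and beat-IIb (-1.36). The genes with the largest increases were not confined to TBI libraries of day 1: in sham day 3 replicate 2, CG43680 was listed at 366 TPM, alphaTry at 402, lcs at 605, CG34212 at 1620.1 and whe at 1649.9 TPM. In TBI day 7 replicate 1 the values ran from 196 TPM for lcs to 895 TPM for CG34212. EMC4, which Fig 4D labels CG11137, was listed at 28.8 to 57.8 TPM in the sham libraries of day 1 and at 1.19e-05 TPM or less in the TBI libraries, and TBI day 3 replicate 1 also held only 0.223 TPM. With a pseudocount of 0.1 in place of 1, its log2 fold change was −8.67. Irbp, labelled in the same figure, was listed at 0 in all TBI libraries of day 1 (log2 fold change -1.69, limma adjusted p = 0.0360). It was also at 0 in sham day 3 replicates 1 and 3 and in sham day 7 replicates 2 and 3. The TBI libraries of days 3 and 7 held 1.99 to 8.20 TPM of Irbp. CG1791, also labelled there, did not pass (log2 fold change -1.88, adjusted p = 0.287). At a log2 fold change of at least 1 and an adjusted p of at most 0.05, 124 genes rose and 8 fell.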

Strongly up-regulated genes include AMPs (Drosomycin (Drs), listericin, vir-1, genes involved in proteolysis (alphaTry, yip7), and autophagy (MMP1) (Fig 4D). 

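Drs rose on day 1 from 27.2 ± 10.6 TPM in sham to 743 ± 171 TPM in TBI libraries (SD, n = 3 each), a log2 fold change of 4.76 (standard error 0.14, limma adjusted p = 0.0118). Under all 11 alternatives its log2 fold change stayed between 4.61 and 4.93 and past the threshold. On day 3, Drs was at 170.0 TPM in sham replicate 2, against 19.2 and 25.5 TPM in the other sham libraries and 56.9 to 139 TPM in the TBI libraries. The trypsin gene alphaTry was listed at 0.460 ± 0.309 TPM in sham and 321 ± 139 TPM in TBI libraries (SD, n = 3 each), with a standard error of 0.30 on its log2 fold change and a limma adjusted p of 0.0118. For yip7 the values were 0.18 ± 0.164 TPM and 71.8 ± 29.4 TPM (SD, n = 3 each), a log2 fold change of 5.86 (standard error 0.25, limma adjusted p = 0.0131). Outside day 1, sham day 3 replicate 2 held 63.8 TPM of yip7, and TBI day 7 replicate 1 held 429 TPM of alphaTry and 86.8 TPM of yip7. All other libraries of days 3 and 7 were at 1.67 TPM or less for both genes.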

Also, several members of the Turandot (Tot) family are up-regulated after TBI (TotA, TotC, TotM, TotX; Fig 4D). These genes are part of a broad stress response in *Drosophila* and are up-regulated after exposure to mechanical stress, heat, UV, bacteria, oxidative stress, and dehydration [98]. 

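TotA rose on day 1 from 111 ± 18.9 TPM in sham to 1792 ± 196 TPM in TBI libraries (SD, n = 3 each), a log2 fold change of 4.01 (standard error 0.16, limma adjusted p = 0.0119). TotM showed the largest change of the family, from 13.0 ± 3.07 TPM to 557 ± 87.8 TPM (SD, n = 3 each), with a log2 fold change of 5.33. The log2 fold changes of TotC and TotX were 4.11 and 3.11, and both passed the threshold. TotA, TotM and TotX passed it under all 11 alternatives, while TotC did not pass when replicate 2 was left out (adjusted p = 0.137, between 0.000263 and 0.137 over the alternatives). Of the 8 Turandot genes above 0 TPM on day 1, 7 were higher after TBI.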

Turandot A (TotA) is strongly induced by bacterial challenge as well as exposure to mechanical pressure, dehydration, and oxidative stress [98]. 

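The gene whatever (whe) was listed on day 1 at 2034, 1481 and 894 TPM in the TBI libraries and at 2.4 TPM or less in the sham libraries (limma adjusted p = 0.0231). For la costa (lcs) the TBI libraries held 765, 638 and 226 TPM and the sham libraries 3.43 TPM or less (limma adjusted p = 0.0289). The standard errors of the log2 fold changes were 0.59 for whe and 0.53 for lcs. Both genes were also high in TBI day 7 replicate 1, with 665 TPM of whe, and in sham day 3 replicate 2, and low in the other TBI libraries of days 3 and 7.

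**Figure D2:**
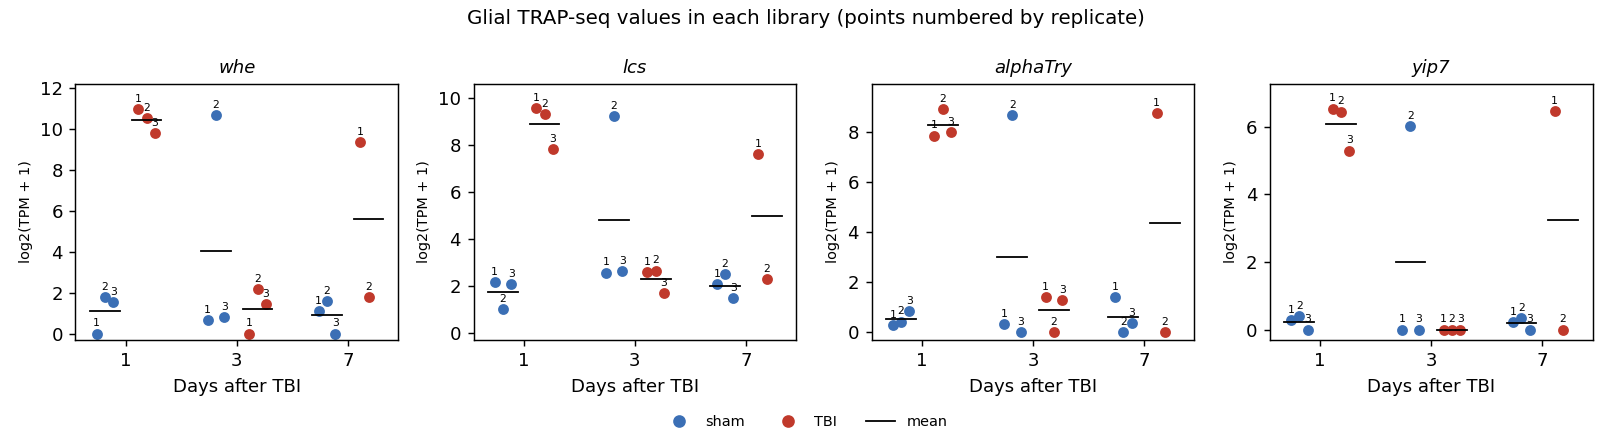
Values of whe, lcs, alphaTry and yip7 in each glial TRAP-seq library, as log2(TPM + 1) on the vertical axes against days after TBI, with sham libraries in blue, TBI libraries in red, points numbered by replicate and bars at the group means. The 3 TBI libraries of day 1, sham day 3 replicate 2 and TBI day 7 replicate 1 lie above all other libraries for the 4 genes.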

We also find that several genes with poorly understood functions are strongly up-regulated after TBI (whatever (whe), la costa (lcs); Fig 4D).

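Gene families set by symbol were compared with all other genes of day 1 by limma's camera test at an inter-gene correlation of 0.01, and 8 of 14 families passed an adjusted p of 0.1. The 16 AMPs of Fig 5 were all higher after TBI, with a median log2 fold change of 2.80 (adjusted p = 4.43e-15). Of 41 midgut digestive enzyme genes, which include trypsin and Jonah protease genes, 40 were higher (median 1.26, adjusted p = 1.08e-17). Heat shock protein genes (median 1.65, 16 of 18 higher, adjusted p = 1.06e-06) and Turandot genes (median 1.87, adjusted p = 8.10e-06) also rose. Photoreceptor genes fell, with 0 of 13 higher (median −0.45, adjusted p = 9.68e-07), as did glial genes, with 2 of 12 higher (median −0.54, adjusted p = 7.12e-05). Fat body genes (median −0.50, adjusted p = 0.0121) and yolk protein genes (median −1.01, adjusted p = 0.0220) were lower, the former not past the threshold without the replicate block (adjusted p = 0.117). The mean log2(TPM + 1) of the digestive enzyme genes was 1.82 to 2.30 in the TBI libraries of day 1, but also 2.11 in sham day 3 replicate 2 and 2.33 in TBI day 7 replicate 1. Other divisions of the 6 libraries of day 1 gave 6, 6 and 4 families past the same threshold.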

The biological processes that are elevated 24 hours after TBI can be roughly grouped in 3 different categories: immune-related, proteolytic/protein folding, and stress response processes. The majority of processes are part of the immune response, including innate immune responses, humoral immune responses, and different classes of AMPs. *Drosophila* AMPs can be grouped into 3 families based on their main biological targets, gram-positive bacteria (Defensin), gram-negative bacteria (Cecropins, Drosocin, Attacins, Diptericin), or fungi (Drosomycin, Metchnikowin) [99]. Most AMP genes were shown to be present in a TRAP-seq analysis of *Drosophila* astrocytes, a glial subset [100]. dCHI results in increased DE of many AMPs, including Attacins, Cecropins, and Diptericins as well as Drosocin, Drosomycin, and Metchnikowin (Fig 5, blue bars). These AMPs are regulated by the Toll, Imd, and JAK–STAT pathways [101]. 

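All 16 AMPs of Fig 5 were higher in the TBI than in the sham libraries of day 1, by log2 fold changes from 0.97 for Listericin to 4.76 for Drs. Adjusted over all genes tested, 11 of them passed the thresholds, and adjusted over the 16 genes alone, all 16 did. The 5 that did not pass over all genes were AttC (limma adjusted p = 0.135), AttD (0.142), CecB (0.163), DptA (0.103) and Dro (0.175). The count was most sensitive to leaving out a replicate, with 2 to 5 AMPs past the thresholds. Averaged over the 16 genes, log2(TPM + 1) was 3.13, 3.15 and 3.93 in the sham and 5.64, 6.34 and 6.67 in the TBI libraries of day 1.

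**Figure D3:**
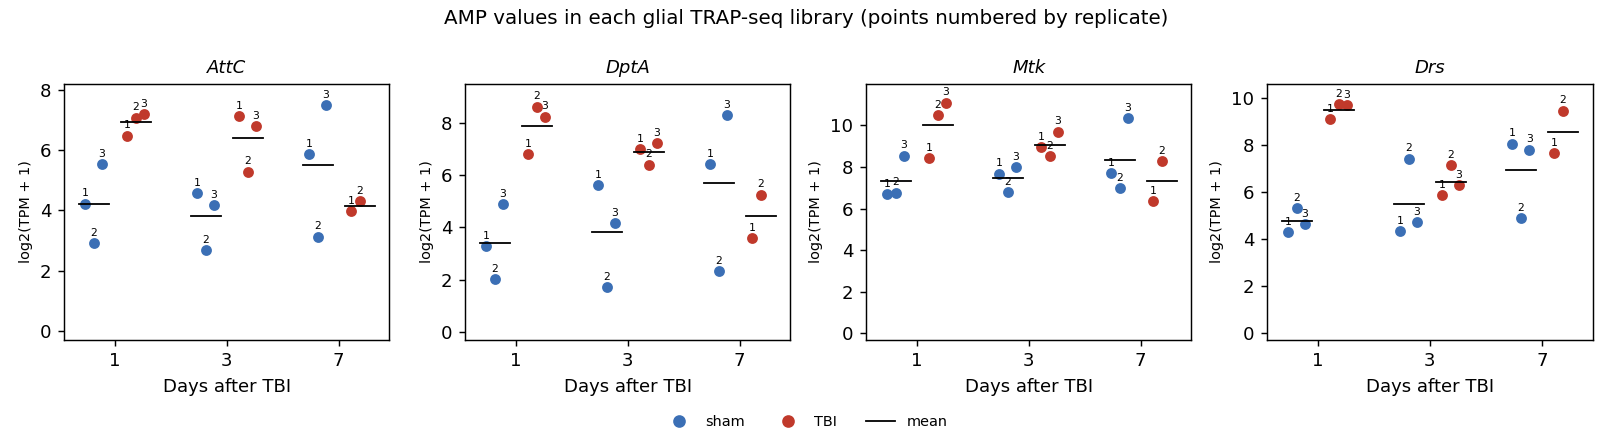
AttC, DptA, Mtk and Drs in each glial TRAP-seq library, as log2(TPM + 1) on the vertical axes against days after TBI, with sham libraries in blue, TBI libraries in red, points numbered by replicate and bars at the group means. On day 1 the group means are higher after TBI for each of the 4 genes, and on day 7 sham and TBI libraries overlap.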

Previous *Drosophila* TBI models showed an increase in 3 AMPs after TBI induction, Attacin-C, Diptericin B, and Metchnikowin [40,41], but due to the nonspecific nature of the impact, it is uncertain whether they are caused by TBI or by other types of injury. 

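Listericin was listed on day 1 at 349, 751 and 978 TPM in sham replicates 1, 2 and 3 and at 687, 1482 and 1906 TPM in the TBI replicates. The groups overlapped, but within each replicate the TBI library was higher, and with the replicate block the standard error of the log2 fold change was 0.09 (limma adjusted p = 0.0360). Across the 11 alternatives the adjusted p ran from 0.00639 to 0.510, and 5 of them took Listericin below the threshold. For vir-1 the means were 1177 ± 179 TPM and 2366 ± 326 TPM (SD, n = 3 each), a log2 fold change of 1.01 (standard error 0.13, limma adjusted p = 0.0698). It too fell below the threshold under 5 of the 11 alternatives, with adjusted p from 0.0115 to 0.280.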

Enriched products of the antiviral and antibacterial JAK–STAT cascade are Listericin, an antibacterial protein, and vir-1, a marker of the induction of an antiviral response. In *Drosophila*, many proteases are involved in the immune response, including the activation of the Toll ligand Spätzle, which is under the control of a serine protease cascade [102]. These proteolytic cascades play a crucial role in innate immune reactions because they can be triggered more quickly than immune responses that require altered gene expression [103]. 

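Of the genes of the Toll protease cascade, sphinx2 was not among those tested, and 0 of the other 5 passed the thresholds on day 1, with 1 at an unadjusted p under 0.05. The log2 fold changes were 0.63 for spirit (limma adjusted p = 0.301), -0.15 for grass (0.646), 0.16 for SPE (0.699) and 0.05 for sphinx1 (0.917). The log2 fold change of spheroide (sphe) was 1.66 (limma adjusted p = 0.172), and it passed without the replicate block and when only genes with at least 1 TPM on average were tested. Adjusted over the 5 genes alone, 1 passed, sphe. sphe was also listed at 4.07 TPM in sham day 3 replicate 2 and at 7.01 TPM in TBI day 7 replicate 1, against 1.33 to 4.10 TPM in the TBI libraries of day 1.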

Expression of serine proteases that regulate Toll activation (Spirit, Grass, SME, Spheroid, Sphinx 1/2 [104]) were not significantly altered in our assay (S1 File). However, Späztle, a ligand for the Toll pathway that binds to Toll to activate the pathway [105], was up-regulated (1.03 log_2_ fold change, adj *p* = 4.69E-06). 

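Spätzle (spz) rose on day 1 from 35.5 ± 7.06 TPM in sham to 70.3 ± 6.03 TPM in TBI libraries (SD, n = 3 each). Its log2 fold change was 0.98 (standard error 0.10, limma adjusted p = 0.0488) and lay between 0.89 and 1.05 under the 11 alternatives, 4 of which took it below the threshold.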

Activation of the immune response gradually dies down, as only 3 AMPs are up-regulated 3 days after TBI. 

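On day 3, 15 of the 16 AMPs were higher after TBI. Adjusted over all genes, 0 passed the thresholds, with 8 at an unadjusted p under 0.05, and adjusted over the 16 genes alone, 8 passed (AttA, AttB, AttC, CecA1, DptA, DptB, Dro and Mtk). When only genes with at least 1 TPM on average were tested, AttC and Mtk passed over all genes. Adjusted over all 12446 genes, the TBI effect did not differ between days 1 and 3 past the thresholds for any of the 16 AMPs. The lowest limma adjusted p of that comparison among them was 0.149, for Drs and CecA2. An adjustment over the 16 genes alone is not given for this comparison, so a decline of the AMPs from day 1 to day 3 is neither shown nor excluded by it.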

Seven days after TBI, all AMPs have returned to baseline levels (Fig 5).

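On day 7, 0 of the 16 AMPs passed the thresholds in either direction and 0 had an unadjusted p under 0.05. Their log2 fold changes ran from -1.35 for AttC to 1.66 for CecB, and 4 of the 16 were higher after TBI. The spread within groups was wide, with AttC at 57.3, 7.72 and 180.4 TPM in the sham libraries and at 14.7 and 18.9 TPM in the TBI libraries. The mean log2(TPM + 1) of the AMPs was 5.39, 3.31 and 5.92 in the sham libraries of day 7, and 3.65 and 5.44 in the TBI libraries. From the numbers of AMPs changed on the 3 days, the paper concludes that the activation of the immune response after TBI gradually dies down.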

**Fig 5:**
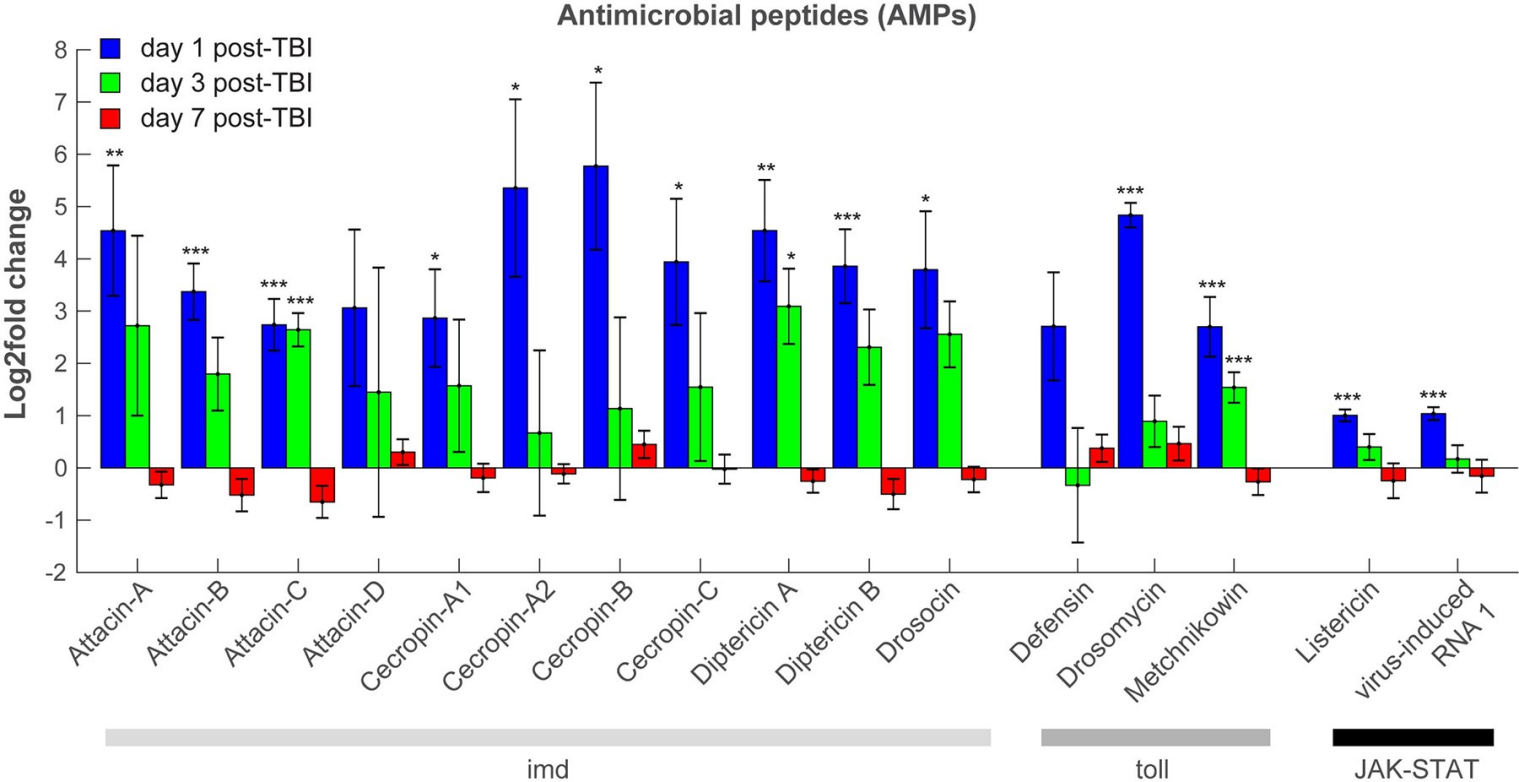
TBI activates a broad innate immune response. Twenty-four hours after TBI, genes encoding most *Drosophila* AMPs are enriched in glia cells. These include antibacterial, antifungal, and antiviral peptides that are regulated by the Toll, Imd, and JAK–STAT pathways. Three days after TBI (green), all but 3 AMPs (AttC, DptA, Mtk) have returned to control levels. Seven days after TBI (red), no AMPs are up- or down-regulated. Gene expression levels are considered to have changed significantly if the log2fold change ≥|0.6| and the Benjamini-adjusted *p*-value is <0.1. *** adj *p* < 0.001, ** adj *p* < 0.01, * adj *p* < 0.1. Error bars indicate SEM. All figure-related data are located in S4 Data. AMP, antimicrobial peptide; Imd, Immunodeficiency; JAK–STAT, Janus Kinase protein and the Signal Transducer and Activator of Transcription; TBI, traumatic brain injury.

In addition to immune gene activation, transcriptomics also uncovered novel pathways and potential treatment targets that mediate TBI effects [106]. A second category of enriched biological processes after TBI are proteases. For example, we detected strong up-regulation of matrix metalloproteinase-1 (MMP-1, 1.79 log_2_ fold change, adj *p* = 4.62E-23; Fig 4D, S1 File). 

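Mmp1 was listed on day 1 at 17.6 ± 0.759 TPM in sham and 59.5 ± 3.24 TPM in TBI libraries (SD, n = 3 each). The log2 fold change was 1.70 (standard error 0.09, limma adjusted p = 0.0197), and it stayed between 1.69 and 1.75 under the 11 alternatives, past the threshold in all but the fit without replicate 2. On days 3 and 7 the log2 fold changes were 0.54 and 0.51, neither past the threshold.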

MMPs are a family of endopeptidases that have diverse physiological and pathological functions, including degradation of extracellular matrix and regulation of cytokines/chemokines [107]. MMP-1 is induced in *Drosophila* ensheathing glia responding to axonal injury and is required for glial clearance of severed axons [35]. Detecting MMP-1 in our dCHI assay is further evidence that TBI damages axons and triggers glia-mediated neuroprotective responses.

The third main category of enriched genes 24 hours after TBI are stress response genes, genes that are up-regulated in response to a variety of stressful stimuli, including heat, oxidative, metabolic, and chemical stress [98,108], including the Tot genes and heat shock proteins 22, 23, 26, 27, 68, 70Bc, and lethal-2 as well as genes involved in oxidative stress. 

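Of the 27 Tot and heat shock genes tested on day 1, 8 passed the thresholds over all genes, and 15 when adjusted over the list alone. Those not of the Turandot family were Hsp26 (log2 fold change 3.64), Hsp27 (2.93), Hsp68 (2.67) and l(2)efl (1.78). Hsp22 and Hsp23 rose by 2.10 and 2.67 on the log2 scale without passing (limma adjusted p = 0.131 and 0.110). The count fell to 3 when replicate 2 was left out. Hsp26 was listed at 110.0 to 173 TPM in the TBI libraries of day 1, and Hsp27 at 55.1 to 109 TPM. For Hsp27, sham day 3 replicate 2 held 80.5 TPM and TBI day 7 replicate 1 held 308 TPM, and Hsp26 was high in the same libraries.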

Heat shock protein 27 was previously implicated in response to bacteria and fungi as well [109].

In our model, TBI causes sleep to be reduced, fragmented, and less deep (Fig 3C–3F), a phenotype that persists for 3 days after TBI induction. Two prominent sleep-regulating genes have altered expression levels 24 hours after TBI (S1 File). Dopamine transporter (*DAT*, also known as *fumin*), a dopamine transporter that mediates uptake of dopamine from the synaptic cleft, is down-regulated (−0.74 log_2_ fold change, *p* = 0.021). 

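DAT fell on day 1 from 31.4, 22.3 and 20.4 TPM in sham replicates 1, 2 and 3 to 21.2, 11.9 and 11.7 TPM in the TBI replicates. Its log2 fold change of -0.72 (standard error 0.12, limma adjusted p = 0.105) missed the threshold on the adjusted p. DAT passed under 5 of the 11 alternatives, among them upper-quartile scaling (adjusted p = 0.0930), and over all 11 the adjusted p ran from 0.0404 to 0.381.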

Loss of *DAT* increases extracellular dopamine and is associated with increased activity and decreased sleep [110–112]. 

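The tyrosine hydroxylase gene pale (ple) rose on day 1 from 22.3 ± 4.60 TPM in sham to 34.3 ± 10.4 TPM in TBI libraries (SD, n = 3 each). Its log2 fold change of 0.58 (standard error 0.10, limma adjusted p = 0.118) missed both thresholds. With median-of-ratios scaling ple had a log2 fold change of 0.61 and an adjusted p of 0.0899 and passed, while over the 11 alternatives the adjusted p ran from 0.0590 to 0.411.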

*Pale* (*ple*), a tyrosine hydroxylase that drives synthesis of wake-promoting dopamine [81], is up-regulated (0.63 log_2_ fold change, *p* = 0.018). *Pale* was previously shown to be activated in response to wounding in *Drosophila* embryos and larvae [113]. *Pale* and *DAT/fumin* levels are not changed on post-TBI days 3 and 7 (S2 and S3 Files). Thus, we hypothesize down-regulation of *DAT/fumin* in combination with up-regulation of *pale* may underlie TBI changes to sleep due to increased dopamine levels.

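On day 3 the log2 fold changes were 0.41 for ple (limma adjusted p = 0.818) and 0.04 for DAT (adjusted p = 0.968). On day 7 they were 0.76 for ple (adjusted p = 0.717) and 0.01 for DAT (adjusted p = 0.991). In TBI replicates 1 and 2 of day 7, ple was listed at 17.6 and 41.5 TPM, against 14.2 to 17.1 TPM in the sham libraries. The interaction between day and TBI did not pass the threshold for ple or DAT.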

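The lowest adjusted p of any gene on day 3 was 0.157, that of AttC. Of the 688 genes with an unadjusted p under 0.05, 380 were higher after TBI. Without the replicate block 1 gene passed (bon), and in one fit of all 17 libraries 1 gene did (CG34227). Among genes with at least 1 TPM on average, 3 passed (AttC, Mtk and CG34227). bon and CG34227 are named after their values were seen. bon was listed at 4.03, 4.35 and 4.85 TPM in the TBI libraries of day 3 and 0.000632 TPM or less in the sham libraries of that day, but also at 1.69 TPM in TBI day 1 replicate 2, at 5.85 TPM in TBI day 7 replicate 1 and at 0.00309 TPM in TBI day 7 replicate 2.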

Three days after TBI induction, there are few significant differences in gene expression between TBI-treated flies and sham-treated controls (Fig 4B, S7A Fig, S2 File). Whereas there are 512 genes with altered expression 24 hours post-TBI (almost 400 of those are up-regulated), after 3 days, there are only 22 genes with altered expression levels (Fig 4B). Interestingly, this low level of glial activation at day 3 post-TBI coincides with a climbing behavior returning back to control levels (Fig 4B). 

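On day 3, AttC was listed at 15.0 ± 8.82 TPM in sham and 95.7 ± 51.6 TPM in TBI libraries (SD, n = 3 each), a log2 fold change of 2.60 (standard error 0.11). Mtk rose from 188 ± 71.9 TPM to 564 ± 238 TPM (SD, n = 3 each), by 1.58 on the log2 scale (limma adjusted p = 0.567). DptA rose from 22.5 ± 23.5 TPM to 119 ± 33.5 TPM (SD, n = 3 each), by 3.03 (limma adjusted p = 0.815). For each of the 3 genes every TBI library was above every sham library, which chance gives in 10% of genes counting both directions.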

At 3 days post TBI, several AMPs remain strongly up-regulated (AttC, Mtk, Dpt; Fig 5, S7A Fig).

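Without the replicate block, the median residual SD of log2(TPM + 1) between libraries was 0.273 on day 1, 0.292 on day 3 and 0.345 on day 7. With the replicate block the values were 0.189, 0.234 and 0.210, but that fit leaves 1 residual degree of freedom on day 7 against 2 on days 1 and 3, which lowers the median. Divided by the median expected for normal errors at these degrees of freedom, the values with the replicate block were 0.227, 0.281 and 0.311, a scaling added after the values were seen. Among genes with at least 1 TPM on average, the median SD within the TBI group was 0.299 on day 1, 0.306 on day 3 and 0.397 on day 7, and within the sham group 0.246, 0.273 and 0.313. The relative log expression of TBI day 7 replicate 1 had a median of 0.343 and an interquartile range of 0.842, the widest of the 17 libraries, against 0.129 for TBI day 7 replicate 2. The differences between days were not tested.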

Seven days after TBI induction, there is more variability in gene expression (S5E and S5F Fig, S3 File). There seems to no activation of the immune response, as all AMPs have returned to baseline levels (Fig 5, red bars). There is only one gene that is persistently down-regulated on days 1, 3, and 7 (Fig 4C). 

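Of the 11265 genes tested on all 3 days, 2 had every TBI library below every sham library of the day and a log2 fold change of −0.6 or lower on each day, CG40470 and Ect3. The log2 fold changes of Ect3 were −1.02, −0.70 and −0.89 on days 1, 3 and 7. In the other direction there were 7 genes (mle, CG3630, CG1648, sls, Sfp84E, serp and Skel). Without the fold-change limit, 20 genes were separated downward and 23 upward on all 3 days, which chance gives in 0.025% of genes for each direction. Apart from CG40470, these genes were named after their values were seen, and of the whole set 0 genes passed the adjusted p on days 3 and 7.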

CG40470’s function is unknown, although roles in proteolysis and peptide catabolic processes have been inferred [114].

### Post-TBI behavioral phenotypes are NF-κB dependent

The NF-κB family of transcription factors plays a central role in the regulation of inflammatory gene expression [115], cell survival, and neuronal plasticity [116]. NF-κB is activated in neurons and glial cells after injury and has been linked to both neurodegenerative and neuroprotective activities [116,117]. NF-κB mediates activation of glial cells [118] and inflammation [119]. TBI causes an increase in NF-κB in rodents [120–122], where it has a neuroprotective effect in a closed head model of TBI [83]. In *Drosophila*, NF-κB is a crucial component of both the Toll and the Imd pathways, where different isoforms are required for the expression of different AMPs [123]. Changes to sleep architecture after injury/infection in *Drosophila* require NF-κB *Relish* [124]. In *Drosophila*, overexpression of NF-κB or AMPs in glia cells causes neurodegeneration [38,39,125,126].

To test the role of NF-κB in TBI-induced mortality and behavioral impairments, we induced TBI in the NF-κB *Relish* null mutant (w1118; Rel[E20], Bloomington #9457) and measured its effects on post-TBI survival, climbing behavior, and sleep. Five consecutive strikes to the head resulted in strongly increased mortality (log-rank test on Kaplan–Meier survival curves, *p* < 0.001), where over 50% of the NF-κB mutants had died 3 days after TBI induction (Fig 6A). In the background strain (*w*^*1118*^), 50% mortality for 5 strikes occurs at approximately 14 days post-TBI (Fig 3A). In sham-treated NF-κB controls, 50% mortality occurs after 35 days (Fig 6A), which is very similar to mortality in the sham-treated *w*^*1118*^ background strain (Fig 3A).

**Fig 6:**
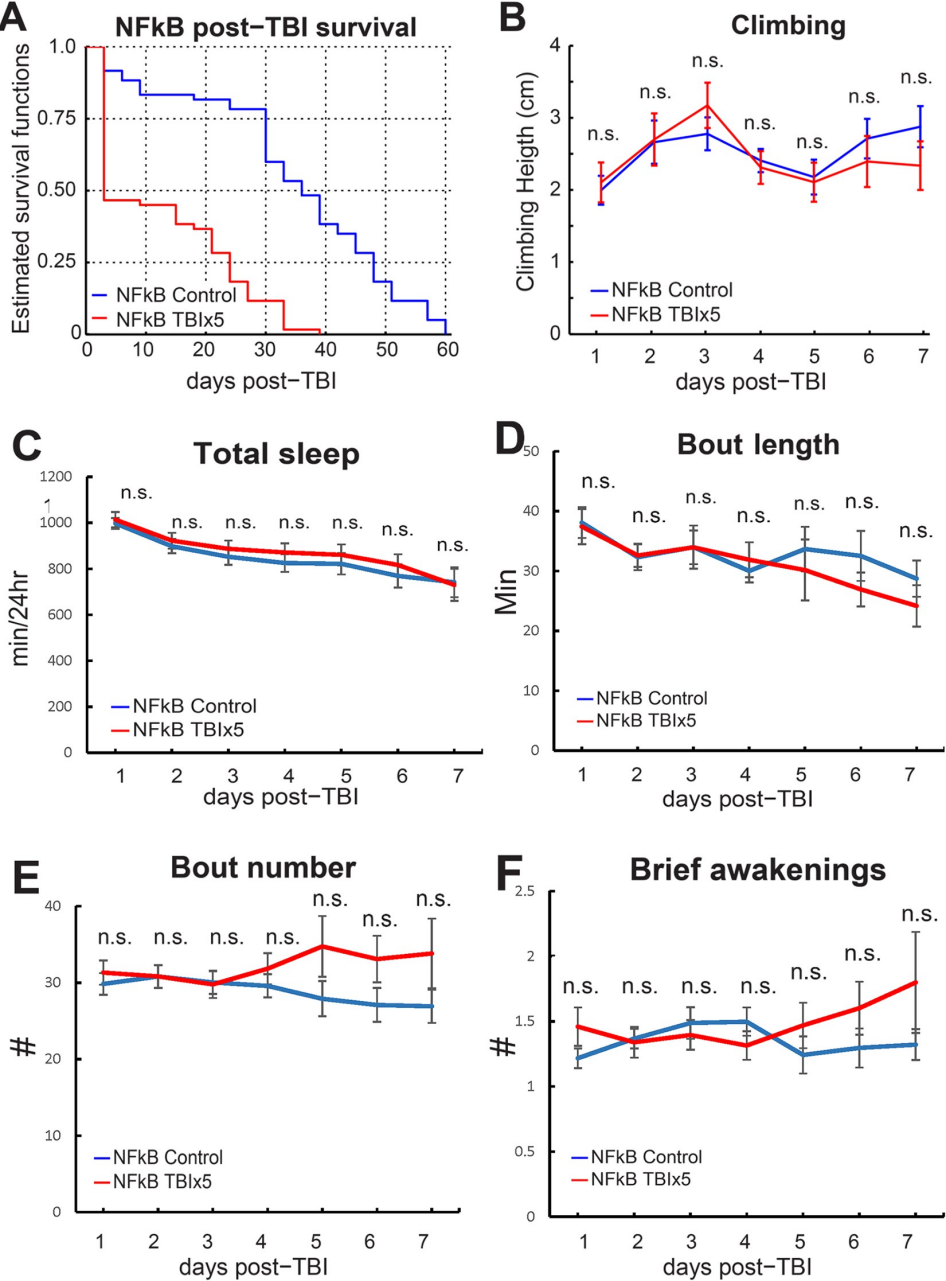
Post-TBI behavioral phenotypes are NF-κB dependent. **(A)** Kaplan–Meier estimates of survival functions in TBI-treated NF-κB null mutants and sham-treated controls (*n* = 60/group) show that TBI significantly reduces life span (log-rank test, *p* < 0.001). (**B)** The effect of TBI on climbing behavior was tested in male NF-κB null mutants and sham-treated controls (*n* = 32/group for 7 consecutive days after TBI induction. There was no significant difference between both groups (n.s., *t* tests with Bonferroni correction. (**C)** TBI does not impair sleep in NF-κB null mutants, compared to sham-treated controls. TBI does not fragment sleep as average bout length **(D)** and bout number **(E)** are not changed. (**F)** Brief awakenings, a measure of sleep depth, are unchanged after TBI. (*n* = 57 controls, 49 in TBI group, n.s.; *t* tests with Bonferroni correction). Error bars indicate SEM. All figure-related data are located in S5 Data. NF-κB, nuclear factor kappa B; n.s., not significant; TBI, traumatic brain injury.

To test whether TBI has a much stronger effect on NF-κB mutants, we tested climbing behavior daily for 7 days after TBI induction. However, there was no difference between TBI-treated flies and untreated controls on any day (Fig 6B). This is different from wild-type flies, which show considerable impairment to climbing 24 hours post-TBI, which then reverts back to normal and is followed by a relapse on days 5 to 7 (Fig 3B). Both TBI-treated and sham-treated controls show a gradual decrease in total sleep over 10 days posttreatment. However, there are no differences in total sleep (Fig 6C) or in any other metrics of sleep architecture (brief awakenings, bout length, bout number, wake activity; Fig 6D–6F). These results suggest that the NF-κB–dependent immune response facilitates survival after TBI but that impairments in sleep and climbing behavior are consequences of an immune-dependent injury mechanism.

The TBI-induced innate immune response can be either beneficial [14] or harmful [15–18]. TBI in *Drosophila* results in strong up-regulation of many AMPs (Fig 5). To test whether they, in addition to their antimicrobial effects, also confer beneficial or detrimental effects on TBI survival, we used RNAi-mediated glial knockdown of AMPs. Unfortunately, glial knockdown of single AMPs either failed to consistently impact TBI survival (S8 Fig), suggesting that AMP functions may be redundant. Indeed, cooperation of AMPs has been demonstrated to enhance their microbicidal activity in *Drosophila* [127].

To address AMP classes, we assessed flies where entire classes of immune-inducible AMPs have been knocked out [127]: flies lacking the primarily *Defensin* (Group A), flies lacking *Drosocin*, as well as *Diptericin A and B* and *Attacin A-D* (Group B), and flies lacking 2 antifungal peptide genes *Metchnikowin* and *Drosomycin* (Group C). These 3 groups were then combined to generate flies lacking AMPs from groups A and B (AB), A and C (AC), or B and C (BC) as well as a group lacking all 3 groups (ABC or Δ*AMPs)* [127]. In all of these classes, *Cecropins* are still present, after a recombination event reintroduced a wild-type Cecropin locus [127].

We first tested whether loss of all 14 AMP classes (ABC) affects TBI survival. These flies are highly susceptible to numerous infections [127]. As expected, flies lacking all 3 classes or any 2 classes show strongly increased TBI-induced mortality or any 2 classes (Fig 7A; log-rank test on Kaplan–Meier survival curves, *p* = 0.0006; Fig 7B, AB, *p* = 0.019; Fig 7C, AC, *p* = 0.0008; Fig 7D, BC, *p* = 0.012). Surprisingly, flies only lacking class A show increased survival (Fig 7E, A, *p* = 0.026), suggesting that Defensin up-regulation is detrimental rather than beneficial for TBI survival. Flies lacking either class B (Fig 7F) or class C (Fig 7G) show no effect on survival, even though loss of both classes simultaneously increases mortality (Fig 7D). Likewise, flies lacking classes A and B or AC show increased mortality, even though class A flies show increased survival and classes B and C show no significant increase in survival, suggesting that these classes interact in a nonsynergistic manner. Together, these results indicate that most AMPs confer survival benefits but that some immune activation is detrimental. Regardless, these results reveal that AMPs are crucial mediators of TBI effects on survival. To test whether flies lacking all AMP classes (ABC) show other TBI phenotypes, we tested climbing in a negative geotaxis assay and sleep and found that, as in iso31 controls, climbing in ABC flies is decreased after TBIx5 (S9A Fig). Where the control line shows impaired sleep after TBIx5 (S9B Fig), ABC flies show increased, not decreased, sleep after TBI (S9C Fig), further underscoring their role in mediating TBI behavioral effects.

**Fig 7:**
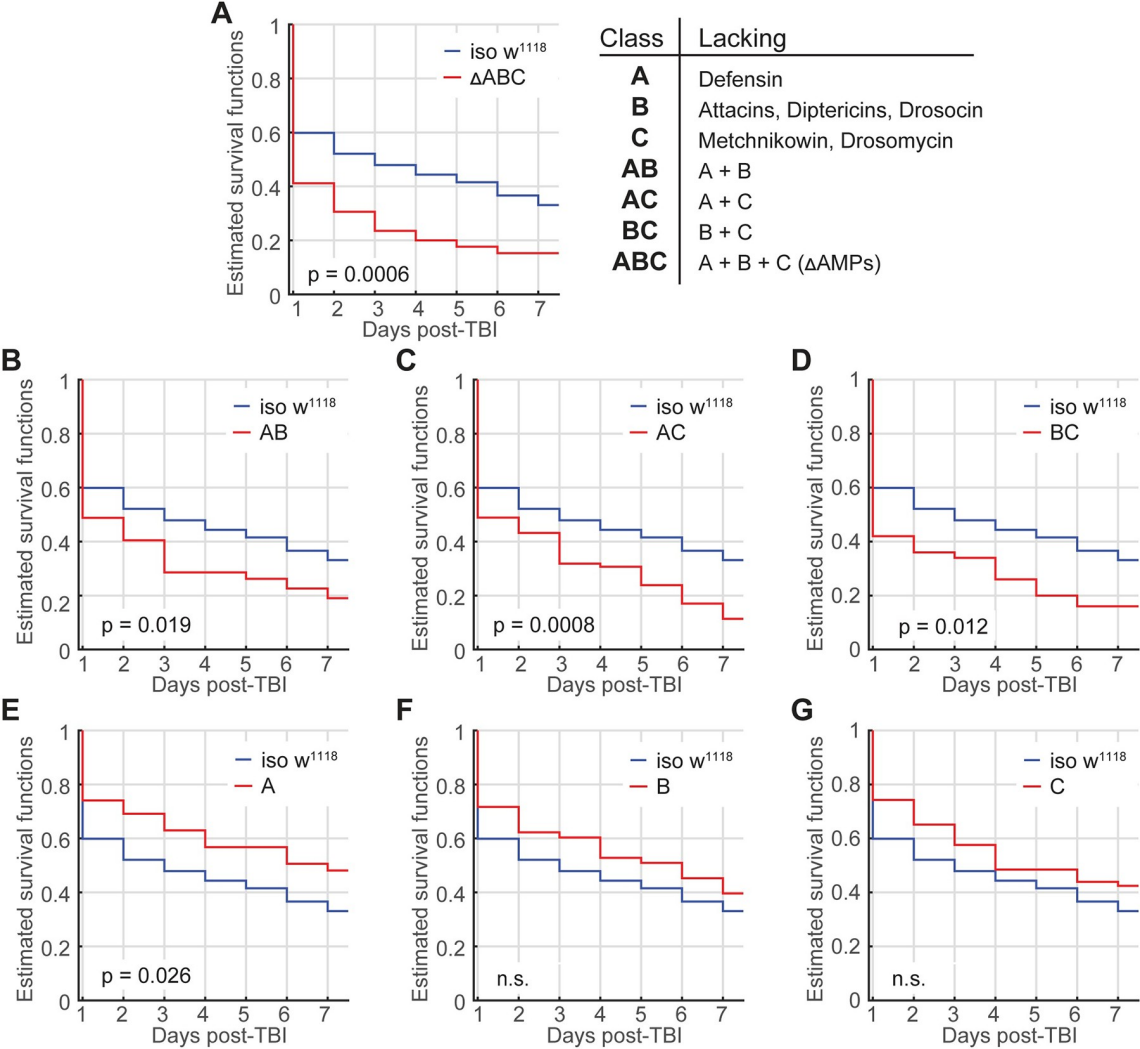
Nonsynergistic effects of AMPs on TBI mortality. **(A)** Flies lacking all classes on AMPs (ΔAMP) are highly susceptible to TBI. Likewise, flies lacking most classes of AMP show increased mortality after TBI. **(B-D)** Flies lacking only Defensin (**E**, class A) show increased survival after TBI, while loss of Attacins, Diptericins, and Drosocin (**F**, class B) and the loss of antifungals (Metchnikowin and Drosomycin) (**G**, class C) have no significant effect on survival. n.s = not significant (log-rank test); *n* = 55–85. All figure-related data are located in S6 Data. AMP, antimicrobial peptide; TBI, traumatic brain injury.

## Discussion

We have developed a straightforward and reproducible *Drosophila* model for closed head TBI where we deliver precisely controlled strikes to the head of individually restrained, unanesthetized flies. This TBI paradigm is validated by recapitulating many of the phenotypes observed in mammalian TBI models, including increased mortality, increased neuronal cell death, impaired motor control, decreased/fragmented sleep, and hundreds of TBI-induced changes to the transcriptome, including the activation of many AMPs, indicating a strong activation of the immune response. These results set the stage to leverage *Drosophila* genetic tools to investigate the role of the immune response as well as novel pathways in TBI pathology.

Our single fly paradigm is a more valid *Drosophila* model for TBI that circumvents the lack of specificity of currently available models [39,41] or the use of anesthesia [42]. Both previous assays induce TBI by subjecting the whole fly to trauma, which makes it hard to distinguish whether observed phenotypes are a due to TBI or a consequence of internal injuries. A recently published method [128] uses a pneumatic device to strike an anesthetized fly’s head. This method is an improvement of earlier assays and results in increased mortality in a stimulus strength–dependent manner. However, it only shows a modest reduction in locomotor activity, without demonstrating any other TBI-related phenotypes such as neuronal cell death or immune activation. The dependence on CO_2_ anesthesia further impairs the usefulness of this assay, as prolonged behavioral impairments in *Drosophila* occur even after brief exposure to CO_2_ anesthesia [129]. Additionally, anesthetics that are administered either during or shortly after TBI induction can offer neuroprotective effects and alter cognitive, motor, and histological outcomes in mammalian models of TBI [130–132] as well as affecting mortality in a whole body injury model in flies [133]. Our *Drosophila* model allows us to study how TBI affects behavior and gene expression without the confounding effects of anesthesia, making it a more valid model for TBI that occurs under natural conditions.

The force used in our study (8.34 N) is higher than the force used in the HIT assay (2.5 N) [40]. When designing our TBI paradigm, we tested several commercially available solenoids for their ability to induce TBI and used the one that gave the best results. We may need a higher force because brain damage is caused by the direct impact of the solenoid to the fly head, where the fly head moves with the solenoid (S1 Movie) rather than full body injury or compression injuries used in the other *Drosophila* TBI assays. Although we cannot exclude that the neck is not damaged in our assay, we do observe cell death in the central brain and observe significant changes in glia after TBI, suggesting that TBI does occur.

In this study, we also elucidate, in an unbiased manner, the genomic response to TBI. Glial cells play an important role in immune responses in both mammals and *Drosophila* (reviewed in [33]), and changes to glial morphology and function were reported in earlier *Drosophila* TBI models [42,93]. Until now, profiling TBI-induced changes in gene expression have either been limited to a small number of preselected genes in both mammals [134,135] and *Drosophila* [40,41] or focused on whole brain tissue rather than individual cell types [136,137]. Using TRAP in combination with RNA-seq, we validate previously reported up-regulation of Attacin-C, Diptericin-B, and Metchnikowin [40]. Additionally, we detected an acute, broad-spectrum immune response, where AMPs and stress response genes are up-regulated 24 hours after TBI. These include antibacterial, antifungal, and antiviral peptides as well as peptides from the Tot family, which are secreted as part of a stress response induced by bacteria, UV, heat, and mechanical stress [98]. 

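Hsp70Bc was listed on day 1 at 1.81 ± 1.10 TPM in sham and 7.75 ± 4.95 TPM in TBI libraries (SD, n = 3 each), a log2 fold change of 1.51 (standard error 0.39, limma adjusted p = 0.190). It passed the threshold only when genes with at least 1 TPM on average were tested (adjusted p = 0.0679, between 0.0679 and 0.464 over the 11 alternatives). The other Hsp70 genes measured were also higher, by 1.99 for Hsp70Aa, 3.08 for Hsp70Ab, 1.04 for Hsp70Bb and 2.47 for Hsp70Bbb on the log2 scale, and 0 of them passed, with 3 at an unadjusted p under 0.05.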

Although an increase in the heatshock protein 70 family of stress response genes was reported earlier [42], we only detected a significant glial up-regulation in Hsp70BC (logfold change: 2.02, adj. *p* = 0.031; S1 File).

Three days after TBI, only Attacin-C, Diptericin A, and Metchnikowin are up-regulated. Seven days after TBI, AMPs or stress response genes are not detectably up-regulated. These findings match reports in mammalian TBI models, where inflammatory gene expression spikes shortly after TBI but mostly dies down during subsequent days [134,138]. Using CRISPR deletions of AMP classes, we demonstrate that most AMPs not only protect against microbes but are also crucial in promoting survival after TBI. The exception is Defensin, as loss of this peptide increases survival, indicating that the *Drosophila* innate immune response to TBI can have both beneficial and detrimental effects. While loss of AMPs may render flies more susceptible to TBI, we favor the hypothesis that AMP induction after TBI actively plays a role in mediating TBI effects.

Besides validating our *Drosophila* model with the detection of a strongly up-regulated immune response, we detected several novel genes among the total of 512 different glial genes that were either up- or down-regulated after TBI. Immune and stress response only make up 157 out of 512 differentially expressed glial genes. Genes involved in proteolysis and protein folding are a prominent portion (85/512) of these differentially expressed genes, yet their role in TBI is poorly understood. These results demonstrate that there are other candidate pathways that may modulate recovery, and *Drosophila* can be used as a first line screen to test their in vivo function and to disentangle beneficial from detrimental responses.

We have successfully applied in vivo genetics to identify in vivo pathways important for TBI. Here, we demonstrate that loss of master immune regulator NF-κB results in increased mortality after TBI, yet it protects against TBI-induced impairments in sleep and motor control. These findings align with previous reports showing links between sleep and the immune response in flies [139] where NF-κB is required to alter sleep architecture after exposure to septic or aseptic injuries [140]. It will be of interest to determine if NF-κB is required for TBI-induced cell death. One possibility is that sleep impairments can be a side effect of melanization, an invertebrate defense mechanism that requires dopamine as melanin precursor [141]. If dopamine is up-regulated to create more melanin, decreased sleep would be a side effect. Consistent with this hypothesis, we observe changes in *fumin* and *pale*, which likely result in increased dopamine levels.

However, the role of sleep after injury is complex. Two recent studies demonstrated that sleep is increased after antennal transection and facilitates Wallerian degeneration and glia-mediated clearance of axonal debris [94,142], suggesting that different types of injury have different effects on sleep. Interestingly, sleep disturbances can increase the up-regulation of immune genes [139,143]. Thus, it is possible that decreased sleep after TBI contributes to survival by stimulating the immune response. We find some support for this hypothesis in the difference in TBI-induced changes to sleep in flies that survive 7 days of TBI versus flies that die within 7 days after TBI, where the survivors sleep significantly less for 4 days post-TBI (S3 Fig) and dying flies sleep is nearly unaffected (S4 Fig). Additionally, immune response genes are up-regulated for up to 3 days after TBI (Fig 5), which correlates with our observed sleep impairments (Fig 3C). Also, the engulfment receptor Draper, which mediates Wallerian degeneration, is not up-regulated in our glial TRAP-seq data (log2fold change = 0.26, adj. *p* = 0.74; S1 File), suggesting that Wallerian degeneration, and its accompanying increase in sleep, is not part of the response to dCHI.

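Draper (drpr) was listed on day 1 at 32.7 ± 7.41 TPM in sham and 37.4 ± 10.1 TPM in TBI libraries (SD, n = 3 each). Its log2 fold change was 0.18 (standard error 0.11, limma adjusted p = 0.485), between 0.09 and 0.28 under the 11 alternatives, with 0 of them past the threshold. On days 3 and 7 the log2 fold changes were 0.32 and 0.40, not past the threshold either.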

TBI results in impaired climbing behavior that persists for up to 7 days (Fig 3B), yet impairments to sleep disappear after a few days (Fig 3C). Recently, it was shown that TBI through head compression results in impaired memory, as quantified through courtship conditioning [42], indicating that TBI also results in persistent memory defects.

Recently, it was shown that repressing neuronal NF-κB in a mouse model of TBI increases post-TBI mortality, as in our studies, without reducing behavioral impairments [83], suggesting that nonneuronal NF-κB could underlie behavioral impairments after TBI. We demonstrate that behavioral responses to TBI (for example, sleep and geotaxis) are abolished in mutants of the transcription factor NF-κB *Relish*, which plays a central role in regulating stress-associated and inflammatory gene expression in both mammals [116,144] and flies [145]. Nonetheless, *Relish* null mutants show increased mortality after TBI, but none of the behavioral impairments observed in wild-type flies, indicating that these impairments might be a side effect of immune activation rather than direct injury. The demonstration of an in vivo role for TBI-regulated genes will be important for defining their function.

In summary, our dCHI assay recapitulates many of the physiological symptoms observed in mammals, demonstrating that fruit flies are a valid model to study physiological responses to TBI. We demonstrate both a potent induction of immune pathways and a requirement for an immune master regulator in mediating TBI effects on behavior. Our model now provides a platform to perform unbiased genetic screens to study how gene expression changes after TBI in unanesthetized, awake animals result in the long-term sequelae of TBI. These studies raise the possibility of rapidly identifying key genes and pathways that are neuroprotective for TBI, thereby providing a high-throughput approach that could facilitate the discovery of novel genes and therapeutics that offer better outcomes after TBI.

## Supporting information

S1 Fig TBI results in immediate locomotion defects in a dose-dependent manner. **(A)** Representative position traces for single flies during the first 4 hours immediately after TBI onset, for controls as well as flies in the TBIx1, TBIx5, and TBIx10 conditions. **(B)** TBI resulted in a dose-dependent number of flies being immobile immediately after TBI onset (*** *p* < 0.001 chi-squared test). **(C)** It took these flies second (TBIx1) to minutes (TBIx5 and TBIx10) to become active (* *p* < 0.05, *** *p* < 0.001, *t* test). **(D)** Locomotor defects (circling, slow walking, sideways walking, backwards walking, and jumping) occurred shortly after TBI onset, in a dose-dependent manner. Locomotor defects only were only observed in flies that were immobile after TBI (*** *p* < 0.001 chi-squared test). **(E)** Walking speed was reduced in all 3 groups during the first hour post-TBI, but the TBIx1 and TBIx5 groups had recovered by the second hour. Walking speed remained impaired for all 4 hours in the TBIx10 group. **(F)** Overall activity (% of time active) was significantly reduced in the TBIx5 and TBIx10 groups for the first hour after TBI, but unaffected in the TBIx1 group (* *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, *t* test). *n* = 20–24 per TBI group, 32 controls. Error bars indicate SEM. Movie extracted data can be found in S1 Data. TBI, traumatic brain injury.
(TIF) Click here for additional data file.

S2 Fig Early deaths do not fully account for TBI-induced increase in mortality. To test whether increased mortality due to TBI can be explained by early deaths, we set mortality to zero cumulatively for the first 2 weeks post-TBI. In all instances, we see significantly increased mortality in the TBI-treated group (log-rank test), indicating that the observed increase in mortality is not due to early deaths only. All figure-related data are located in S2 Data. TBI, traumatic brain injury.
(TIF) Click here for additional data file.

S3 Fig Sleep is decreased in TBI survivors. To test whether sleep affect flies that survive our 7-day sleep experiment differently than flies that die during this experiment, we split our sleep data in survivors and dying flies. Sleep data for survivors is shown here. **(A1–3)** Total sleep during the day, night and total sleep shows that post-TBI is mostly decreased during the night, for up to 4 days post TBI. **(B1–3)** Average sleep bout length was modestly reduced, and **(C1–3)** sleep bout numbers were increased, suggesting that sleep is both decreased and fragmented for the first 3 days after TBI. **(D1–3)** Wake activity was not affected by TBI during the first 7 days post-TBI. *n* = 67 sham-treated and 56 TBI flies. *** *p* < 0.001, ** *p* < 0.01 by *t* tests with Bonferroni correction. Error bars indicate SEM. All figure-related data are located in S3 Data. TBI, traumatic brain injury.
(TIF) Click here for additional data file.

S4 Fig Sleep is largely unaffected in flies dying within 7 days post-TBI. To test whether sleep affect flies that survive our 7-day sleep experiment differently than flies that die during this experiment, we split our sleep data in survivors and dying flies. Sleep data for dying flies is shown here. **(A1–3)** Total sleep during the day, night and total sleep shows that post-TBI is increased during the day on days 2 and 3 post-TBI. **(B1–3)** Average sleep bout length was strongly increased during the day, but **(C1–3)** sleep bout numbers were unaffected, suggesting that sleep more consolidated during post-TBI days 2 and 3. **(D1–3)** Wake activity during the day was not affected by TBI during the first 3 days post-TBI, indicating that the observed sleep effect is not due to decreased locomotion. *n* = 17 sham-treated and 40 TBI flies. *** *p* < 0.001, ** *p* < 0.01 by *t* tests with Bonferroni correction. Error bars indicate SEM. All figure-related data are located in S3 Data. TBI, traumatic brain injury.
(TIF) Click here for additional data file.

S5 Fig Relative log expression and normalized data for post-TBI days 1, 3, and 7. RLE plot of raw and normalized glial expression data. Control (green) and TBI (orange) biological replicates for days 1, 3, and 7 post-TBI. Correction was performed using the UQ normalization method. Due to the high variability in TBI replicate 3 on day 7, this replicate was discarded. RNA-seq data were deposited under accession number GSE164377. RLE, relative log expression; TBI, traumatic brain injury; UQ, upper-quartile.
(TIF) Click here for additional data file.

S6 Fig Glial gene expression heat map. Panels present clustering of DEGs for day 1 post-TBI. Gene expression level presented as z-scored log2(X+1) transformed values; control replicates in blue, TBI replicates in red. All figure-related data are located in S4 Data. DEG, differentially expressed gene; TBI, traumatic brain injury.
(TIF) Click here for additional data file.

S7 Fig Differentially expressed genes in repo-TRAP at 3 and 7 days post-TBI. Scatter plot for glial genes where average reads in the control condition are plotted against average reads 3 days **(A)** or 7 days **(B)** after TBI (blue dots, log₂fold change ≥ 0.6, Benjamini-adjusted *p* < 0.1) or down-regulated (red dots, log₂fold change ≤ −0.6, Benjamini-adjusted *p* < 0.1) 24 hours after TBI induction. AMPs are indicated with green asterisks. Genes with average reads <10 in both control and TBI condition were excluded. All figure-related data are located in S4 Data. AMP, antimicrobial peptide; TBI, traumatic brain injury.
(TIF) Click here for additional data file.

S8 Fig Glia-specific AMP knockdown does not affect post-TBI mortality. Kaplan–Meier plots for glia-specific RNAi-mediated knockdown of AMPs. Repo>RNAi lines are compared to Repo>RNAi control lines using a log-rank test. n.s. = not significant. **(A)** Attacin-A, **(B)** Attacin-B, **(C)** Attacin-C, **(D)** Cecropin-A, **(E)** Cecropin-B, **(F)** Cecropin-C, **(G)** Diptericin-A, **(H)** Diptericin-B, **(I)** Drosocin, **(J)** Drosomycin, **(K)** Listericin, **(L)** Metchnikowin, **(M)** virus-induced RNA 1. All figure-related data are located in S7 Data. AMP, antimicrobial peptide; TBI, traumatic brain injury.
(TIF) Click here for additional data file.

S9 Fig ΔAMP null mutants exhibit decreased climbing and increased sleep after TBI. (**A)** ΔAMP null mutants show decreased climbing 24 hours after TBI, similar to controls (*n* = 50–66) **(B)** Sleep is decreased in controls 24 hour after TBI **(C)** but is increased in ΔAMP null mutants (*n* = 56–95). *** *p* < 0.001, * *p* < 0.05 by *t* tests with Bonferroni correction. Error bars indicate SEM. All figure-related data are located in S2 Data. AMP, antimicrobial peptide; TBI, traumatic brain injury.
(TIF) Click here for additional data file.

S1 Data Data corresponding to S1 Fig. (XLSX) Click here for additional data file.

S2 Data Data corresponding to Figs 2, S2 and S9. (XLSX) Click here for additional data file.

S3 Data Data corresponding to Figs 3, S3 and S4. (XLSX) Click here for additional data file.

S4 Data Data corresponding to Figs 4, 5, S5, S6 and S7. (XLSX) Click here for additional data file.

S5 Data Data corresponding to Fig 6. (XLSX) Click here for additional data file.

S6 Data Data corresponding to Fig 7. (XLSX) Click here for additional data file.

S7 Data Data corresponding to S8 Fig. (XLSX) Click here for additional data file.

S1 File Differential gene expression in glial cells between TBI and control, 1 day after TBI. Related to Figs 4 and S6. TBI, traumatic brain injury.
(XLSX) Click here for additional data file.

S2 File Differential gene expression in glial cells between TBI and control, 3 days after TBI. Related to Figs 4 and S6. TBI, traumatic brain injury.
(XLSX) Click here for additional data file.

S3 File Differential gene expression in glial cells between TBI and control, 7 days after TBI. Related to Figs 4 and S6. TBI, traumatic brain injury.
(XLSX) Click here for additional data file.

S1 Movie TBI procedure in *Drosophila*. Related to Fig 1. TBI, traumatic brain injury.
(MP4) Click here for additional data file.

S2 Movie Mobility and response to tactile stimulus immediately after TBI. Related to S1 Fig. TBI, traumatic brain injury.
(MP4) Click here for additional data file.

S3 Movie Restoration of mobility and stimulus response after TBI. Related to S1 Fig. TBI, traumatic brain injury.
(MP4) Click here for additional data file.

## Abbreviations

*alrm*: *astrocytic leucine-rich repeat molecule*
ALS: amyotrophic lateral sclerosis
AMP: antimicrobial peptide
DAM: *Drosophila* activity monitoring
DAMP: damage-associated molecular pattern
DAT: dopamine transporter
dCHI: *Drosophila* Closed Head Injury
DE: differential expression
elav: embryonic lethal abnormal visual system
GO: gene ontology
Imd: Immunodeficiency
IP: immunoprecipitate
JAK–STAT: Janus Kinase protein and the Signal Transducer and Activator of Transcription
MMP-1: matrix metalloproteinase-1
NF-κB: nuclear factor kappa B
nsyb: synaptobrevin
Rel: *Relish*; *repo*, *reversed polarity*
TBI: traumatic brain injury
Tot: Turandot
TRAP-Seq: Translating Ribosome Affinity Purification and Sequencing
UQ: upper-quartile
vir-1: virus-induced RNA-1

How the deposited data were processed for this re-analysis (not part of the article)

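Glial TRAP-seq was measured in 17 libraries of RNA that had been pulled down from fly heads with a GFP-tagged ribosomal protein, from sham and TBI flies 1, 3 and 7 days after dCHI. There were 3 libraries per group and day, except for TBI on day 7 with 2, since the authors had removed replicate 3. Libraries were assigned to days by the paper's supplementary tables, because the sample labels number the days 3, 6 and 10. The labels and the paper also differ on the sex of the flies and the paper's text on the number of heads per replicate, and neither entered a calculation.

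The deposited values are TPM, which the authors obtained by quantifying the reads with Kallisto against FlyBase transcripts and adding the transcripts of a gene with tximport. They are scaled for transcript length and library size and hold no counts. The paper's own tests used DESeq2 on estimated counts after removing genes with few reads, with upper-quartile normalization, which the paper names for day 7 in one place and for all days in another. The filter and the test cannot be repeated from TPM, and the plan made before the values were seen provides in that case for a fit of TPM without further scaling, so upper-quartile scaling was run as an alternative only. How the listed genes were chosen is not stated in the paper's text. The 13479 genes listed add up to 832800 to 854953 TPM per library, so that part of each library lies in genes not listed. TPM carries no depth, so no counting error, confidence interval or detection limit is given, and the replicates are the only measure of precision. The number of genes above 0 TPM ranged from 9880 to 11350, with a median of 10229. No 2 libraries were identical, and across 8766 genes, which are not independent replicates, the correlation of log2(TPM + 1) between libraries of a group lay between 0.870 and 0.978. Libraries of different groups reached up to 0.979, so this correlation does not separate the groups.

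Gene names were taken from the reference table for 13128 identifiers (97.4%) and from the paper's tables for 134 more, and 217 stayed without a name. Coordinates are those of the release 6 annotation, counted from 1.

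TBI was compared with sham within each day on log2(TPM + 1) in limma 3.58.1 under R 4.3.3, with a linear model and empirical Bayes moderation with a trend on expression. The replicate number entered as a block on days 1 and 3 and not on day 7. The paper describes a correction for replicates without naming days. The plan limited the block to days 1 and 3 because a refit of the counts printed in the paper's tables, made for the plan and not part of the results, gave the printed statistics with the block on those days and without it on day 7. All genes above 0 TPM in at least 1 library of the day were tested, and p-values were adjusted by the Benjamini-Hochberg method. Genes passed at an absolute log2 fold change of at least 0.6 and an adjusted p of at most 0.1. Adjusted p-values in the text come from limma unless another test is named. Whether the TBI effect differed between days was tested as an interaction, with a block for each day and replicate for days 1 and 3 and without blocks for days 1 and 7. Families of genes set by symbol were tested with limma's camera at an inter-gene correlation of 0.01. Variability was the median residual SD of a day's fit and the relative log expression of each library, without a test. Means are given with the SD over libraries.

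That replicate numbers pair sham and TBI libraries was checked on the values: after removing the mean of each group, the mean correlation across genes between same-numbered libraries was 0.201 on day 1, 0.190 on day 3 and 0.170 on day 7. The lowest value of a single pair was 0.0105 on day 1, −0.0261 on day 3 and 0.124 on day 7, so a shared part is not seen in every pair.

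The fits were tested on simulated data in which 200 genes had been changed. The fits recovered 79.0%, 63.5% and 57.0% of the changed genes with the designs of days 1, 3 and 7, and 67.5% and 62.0% in the comparisons of day 1 with day 3 and with day 7. Genes that had not been changed made up between 3.07% and 8.82% of the calls.

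The genes named in the text are those the paper names for this experiment, the 5 largest increases and decreases among the genes that passed with a mean of at least 10 TPM and the same direction in every replicate, members of the gene families, and the 5 genes with the lowest p of each comparison between days. The limit of 10 TPM stands in for the 10 counts planned. Other genes are marked where they are named.

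Alternatives were run for the replicate block, the scaling (median-of-ratios and upper-quartile factors computed on TPM), each replicate left out, the thresholds, a joint fit of all 17 libraries, the pseudocount and a minimum of 1 TPM on average. Figures were drawn with matplotlib 3.10.9 under Python 3.11.15. The functional annotation with DAVID and the comparison of pulled-down with whole-head RNA in Fig 4A were not analysed here, since their inputs are not among the deposited values, and neither were the behavioural experiments.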

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

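In this part, the tests of the digestive enzyme genes in sham day 3 replicate 2, of the AMPs in that library and of the day 1 genes in other libraries were chosen only after the result had been seen, and the other tests were not.

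Digestive enzyme genes of the midgut, which the paper does not discuss as a group, were present in a sham library. Their mean log2(TPM + 1) was 2.11 in sham day 3 replicate 2, against 0.228 to 0.456 in the other 8 sham libraries. It was 1.82 to 2.30 in the TBI libraries of day 1 and 2.33 in TBI day 7 replicate 1, and 0.244 to 0.361 in the other TBI libraries. TBI by itself does not account for this pattern, because a sham library reached 2.11 and so lay above the lowest TBI library of day 1, although the test rests on 1 sham library and leaves open that TBI contributed on day 1. A swapped label was weighed next: the mean of the 16 AMPs in sham day 3 replicate 2 was 3.28, against 3.96 and 3.99 in the other sham libraries of that day and 5.64 to 6.67 in the TBI libraries of day 1, so the AMPs as a group were not raised in this library. Drs was an exception, at 170.0 TPM there against 19.2 and 25.5 TPM in the other sham libraries of day 3. A few genes taking most of the TPM went the other way, since the 10 top genes held 15.1% or more in the sham libraries of day 1 and 13.0% to 14.1% in the TBI libraries.

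A candidate explanation is RNA of gut tissue in some libraries. Of the 265 genes called up on day 1, 249 are not on the digestive enzyme list, and 114 of these stood at least 0.6 (log2) above both other sham libraries in sham day 3 replicate 2. Random lists of the same expression gave a median of 24 and at most 42 in 10000 draws. In TBI day 7 replicate 1 the number was 146, against a random median of 65. It lay above the random median in TBI day 3 replicates 2 and 3 (12 and 14, against 4 in each) and in TBI day 7 replicate 2 (24 against 11), where 9, 3 and 3 of the 10000 lists held as many and the highest lists 13, 14 and 25. In TBI day 3 replicate 1 it lay below the random median (21 against 30). In the 5 other libraries, all sham, the number ran from 5 to 42, against random medians from 4 to 43. Where that RNA came from, and why it would be in the TBI libraries of day 1 and in 2 libraries of other days, was not tested. Sequencing batches are given neither by the labels nor by the paper, and GC content, gene length and reads from other organisms were not tested.

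The number of genes called on day 1 was recomputed in a fit of all 17 libraries without replicate blocks, in which 249 genes rose, 173 of them also called up in the day 1 fit. With the mean of the digestive enzyme genes as a covariate 40 genes rose, of which 35 were also called up in the day 1 fit. The covariate runs nearly with the TBI label of day 1 and so removes true effects too: on simulated data with 200 genes changed by TBI and 200 by the covariate, it lowered the recovered TBI genes from 184 to 124 and the covariate genes called from 122 to 0. The number of decreases fell as steeply, from 55 to 10, so the counts by themselves do not tell a lost effect from lost precision. Of the 81 genes called down on day 1, 0 stood below the other sham libraries of the day in sham day 3 replicate 2. In TBI day 7 replicate 1, 28 of them stood below the sham libraries of the day. These values point in different directions and were not set against random lists, so they do not decide it. The fold changes shrank for some genes, for which RNA of gut tissue may lie behind the increase on day 1, and how many genes this concerns cannot be given. Among the 17 genes followed, those outside the enzyme list whose change shrank most were whe (log2 fold change 9.34 without and 1.12 with the covariate), lcs (7.16 and 1.43), Hsp26 (3.64 and 0.49) and Hsp27 (2.93 and −0.53). For alphaTry and yip7, which are on the list, the drop to −0.30 and 0.01 is built in. Mmp1 (2.34, adjusted p = 0.00762), TotA (3.60, adjusted p = 0.0255) and TotX (2.65, adjusted p = 0.0143) still passed with the covariate. TotM (4.39, adjusted p = 0.141), TotC (3.45, 0.114), Drs (4.07, 0.443) and spz (0.75, 0.464) passed without the covariate and not with it.

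For the AMPs the same fit gave values pointing in different directions. The number called up on day 1 fell from 7 to 1 with the covariate for RNA of gut tissue in some libraries, which met the limit set before the test was run, so by that limit the AMP count points to gut RNA as well. Against that, all 16 AMPs stayed higher and 15 had an unadjusted p under 0.05 both without and with the covariate. Their median log2 fold change went from 2.80 to 4.06. This rise rests largely on sham day 3 replicate 2 and TBI day 7 replicate 1, where the enzyme mean departs most from its group. It is therefore not evidence apart from the values of these libraries, which follow. The digestive enzyme mean was 2.11 in sham day 3 replicate 2 and 2.33 in TBI day 7 replicate 1. The AMP means of these libraries were 3.28 and 3.65, within the 3.13 to 3.93 of the sham libraries of day 1. The TBI libraries of day 1 had 5.64 to 6.67. These values argue against gut RNA behind the rise of the AMPs as a group. Drs went the other way in sham day 3 replicate 2, at 170.0 TPM. Because the covariate also costs true TBI genes on simulated data, the drop in the count is not taken here to show that gut RNA lies behind the AMP rise. That judgement was made after the count had been seen and goes against the limit set beforehand.

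The effect of TBI differed between day 1 and day 3 in 2 genes by a test of the difference itself, Hsp26 and CG31957. In 1 of the 10 divisions of the 12 libraries, the real one, as many genes passed, and the other 9 gave 0 genes, so the share cannot fall under 0.1 in this design. Hsp26 was listed at 117 TPM in sham day 3 replicate 2 and at 15.7 and 19.2 TPM in the other sham libraries of day 3, so it was high in the library with the digestive enzyme genes. CG31957 was at 0 TPM in all sham libraries and at 2.86 to 4.03 TPM in the TBI libraries of day 1, and at 7.29 TPM in TBI day 7 replicate 1. RNA of gut tissue in some libraries, with 114 of 249 genes above the other shams in sham day 3 replicate 2, may therefore enter the difference for Hsp26, and a biological change between the days cannot be told apart from it.

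Between day 1 and day 7 the effect differed in 5 genes, Ccp84Ab, CG9673, Dgat2, CG10576 and Pal1. Ccp84Ab was at 25.3 to 53.3 TPM in the TBI libraries of day 1, 0 in the sham libraries of days 1 and 7, and at 0 and 0.811 TPM in the TBI libraries of day 7. Dgat2 rose to 7.07 to 10.2 TPM in the TBI libraries of day 1 and was at 1.41 and 1.18 TPM in those of day 7. CG9673 stood at 9.91 TPM in sham day 3 replicate 2, above the 4.79 to 5.49 TPM of the TBI libraries of day 1. CG10576 was at 41.1 and 15.9 TPM in the TBI libraries of day 7, but also at 5.22 TPM in TBI day 3 replicate 1 and at 2.69 TPM in sham day 1 replicate 2. Pal1 did not exceed 1.10 TPM in any library. With the replicate block 0 of the 12493 genes passed this test, with 755 at an unadjusted p under 0.05. No division of the libraries was counted for this comparison because TBI on day 7 has 2 libraries, and no biological explanation was tested.

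For the other counts the divisions that part the same-numbered pairs of a day are 4. The 346 genes of day 1, its 11 AMPs and its 8 Tot and heat shock genes were each reached in 1 of the 4, the real one, and the other 3 gave 0. The 8 families of day 1 were reached in 1 of the 4, while the others gave 6, 6 and 4 families. On day 3, all 4 divisions gave 0 genes and 0 AMPs as the real one did, with 688 genes at an unadjusted p under 0.05 in the real one. With 4 divisions no share under 0.05 can be reached, so none of these results can be told apart from an arbitrary division by this count alone.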

How the results depend on the processing

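The alternatives were set before the data were examined, except the minimum of 1 TPM and the pseudocount of 0.1 for the comparisons between days, the variability and the families, which were chosen after seeing the data. Alternatives that need counts were not run: TMM normalization, edgeR's quasi-likelihood test and filterByExpr, a minimum of 10 reads per library, and DESeq2's likelihood ratio and Wald tests. Testing all genes with any signal is the setting reported. Leaving out a TBI replicate of day 7 leaves 1 library, so only fold changes were computed.

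On day 1, the 346 genes became 361 without the replicate block (274 shared), 364 with median-of-ratios and 367 with upper-quartile scaling, 365 without a fold-change threshold, 241 in one fit of all 17 libraries and 423 with a pseudocount of 0.1. With a fold-change threshold of 1 and an adjusted p of 0.05 the count was 132, and among genes with at least 1 TPM on average it was 684. Leaving out a replicate gave from 10 to 214 genes. More genes rose than fell under all 11 alternatives.

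The 11 AMPs of day 1 were 4 with the stricter thresholds, 4 in the fit of all 17 libraries and from 2 to 5 when a replicate was left out, but 16 with the minimum of 1 TPM and 12 with a pseudocount of 0.1. The 8 Tot and heat shock genes ranged from 3 to 9 when a replicate was left out, and were 10 without the replicate block and 12 with the minimum of 1 TPM. Among the Toll proteases 1 gene instead of 0 passed without the replicate block and 1 with the minimum of 1 TPM, sphe in both. The 8 families were 7 without the block, 8 at an inter-gene correlation of 0.1, 7 with the minimum of 1 TPM and 8 with a pseudocount of 0.1.

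On day 3, where 0 genes passed, 1 did without the replicate block, 1 in the fit of all 17 libraries and 3 with the minimum of 1 TPM, 2 of these being AMPs. On day 7, 8 genes passed in the fit of all 17 libraries and 2 with the minimum of 1 TPM, and 0 under the others. Genes called on more than 1 day numbered 2 in the fit of all 17 libraries and 2 with the minimum of 1 TPM. The cause of these changes was not tested.

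Genes whose effect differed between days 1 and 3 numbered 60 without the replicate block (1 of them shared with the 2 reported), 100 with the minimum of 1 TPM, 4 with a pseudocount of 0.1 and 3 with upper-quartile scaling. Between days 1 and 7 there were 0 with the replicate block, 3 with the minimum of 1 TPM, 1 with a pseudocount of 0.1 and 6 with upper-quartile scaling. With the replicate block the residual SD was 0.189 on day 1, 0.234 on day 3 and 0.210 on day 7, where fewer degrees of freedom lower the median, and with the minimum of 1 TPM it was 0.390 on day 7.

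Among the 75 results for single genes, 761 alternative values were computed, and 604 kept direction and side of the threshold, 111 no longer passed, 36 newly passed and 10 reversed. For 16 results all alternatives kept both. The reversed values belong to log2 fold changes near 0. DAT on day 3 was −0.00562 with median-of-ratios scaling, and from −0.0687 to 0.14 when a replicate was left out. DAT on day 7 was −0.0646 with the replicate block, −0.28 with median-of-ratios and −0.28 with upper-quartile scaling, and from −0.0699 to 0.12 when a library was left out. On day 1, leaving out a replicate gave from −0.30 to 0.0236 for grass and from −0.20 to 0.28 for sphinx1. None of the reversed values with a p-value passed the threshold.

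TPM holds no depth, so whether genes near 0 TPM were too thinly covered to be compared cannot be judged from it. For some genes the paper's tables give mean normalized counts, and these were low for CG31957 (5.08 on day 1) and Pal1 (4.24 on day 7). Both are among the genes whose TBI effect differed between days, so those differences rest on few reads. On day 7 the median log2 fold change of all genes with at least 1 TPM on average was 0.29. It fell to 0.01 under either scaling, so that increases of that size on day 7 are not specific to single genes.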

Differences from the paper's values

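On day 1, 81 genes fell here and 156 in the paper. The paper's value was approached within 1.5 times by the pseudocount of 0.1 (105 genes) and the minimum of 1 TPM on average (218 genes), and by none of the other 9 alternatives that had been set before the data were examined and could be run.

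On day 3, 0 genes passed here, with 688 at an unadjusted p under 0.05, against the paper's 22, of which it gives 17 as up and 5 as down. None of the alternatives set before the data were examined closed the gap for any of the 3 numbers, and the highest count was 3, with the minimum of 1 TPM. On day 7, 0 genes rose and 0 fell here, with 504 at an unadjusted p under 0.05, against the paper's 24 up and 22 down. None of these alternatives closed the gap, and the highest count was 8 in one fit of all 17 libraries, with 7 up and 1 down. All of them were fits of TPM, while the refit of the paper's printed counts made for the plan gave the printed statistics. The gaps on days 3 and 7 therefore do not show that the paper's calls cannot be reproduced from counts. All 22 of the genes that the paper's table for day 3 calls moved in the same direction here, and all 22 had an unadjusted p under 0.05. Of the 43 genes past both thresholds in the paper's table for day 7, all 43 moved in the same direction and 34 had an unadjusted p under 0.05. That table holds 25 genes up and 18 down past both thresholds, and 46 past the adjusted p alone.

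The paper gives 3 AMPs as up on day 3, and 0 passed here, with 8 at an unadjusted p under 0.05. With the minimum of 1 TPM on average 2 passed, AttC and Mtk, which is within 1.5 times the paper's number, and none of the other 10 alternatives closed the gap.

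Some genes that the paper calls changed did not pass here. DptA on day 3 had an adjusted p of 0.815 and passed under no alternative. AttC, CecB, DptA and Dro on day 1 missed the adjusted p here, at 0.135, 0.163, 0.103 and 0.175. All 4 passed with the minimum of 1 TPM, CecB and DptA also without the replicate block, and DptA also with a pseudocount of 0.1 and without replicate 2. DAT on day 1 had an adjusted p of 0.105 and passed with median-of-ratios or upper-quartile scaling, in one fit of all 17 libraries, with a pseudocount of 0.1 and with the minimum of 1 TPM. ple on day 1 passed only with median-of-ratios scaling and had a log2 fold change of 0.58 and an adjusted p of 0.118 as reported. Hsp70Bc, at 0.190, passed only with the minimum of 1 TPM. Hsp22 and Hsp23 missed the adjusted p at 0.131 and 0.110, and both passed without the replicate block, without replicate 1 and with the minimum of 1 TPM, Hsp22 also in the fit of all 17 libraries and Hsp23 also with a pseudocount of 0.1. CG1791 on day 1 had an adjusted p of 0.287 and passed under no alternative.

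The paper states that CG40470 is down on all 3 days. It passed here on day 1, while on day 3 its adjusted p was 0.815 and on day 7 it was 0.717, with log2 fold changes of −0.77 and −0.89. On day 7 it passed in one fit of all 17 libraries, on day 3 under no alternative. Of the other genes that the paper's tables call on days 3 and 7, CG34227 passed on day 3 in the fit of all 17 libraries and with the minimum of 1 TPM. On day 7, CG10576 passed in both of these and CG7903 with the minimum of 1 TPM. Hsp26 and Hsp27, which the paper's table also calls on day 7, had an adjusted p of 0.717 here and passed under no alternative. On day 1, Def passed here and is not called in the paper's table.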

Other observations

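In this part, the tests of the sex of the flies, of the genes the authors call on day 7 and of the AMPs of day 7 were chosen only after the result had been seen, as was the repeat of the test of overlapping genes in all 6 groups, and that test itself was not.

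The sample labels record female flies and the paper male flies. The yolk protein genes were among the highest in all 17 libraries: Yp1 ranked at the 99.6 percentile of all genes or higher and Yp3 at 99.3 or higher. Yp1 ranged from 3531 to 15984 TPM. Of 27 genes of the male accessory gland and testis, 25 had a median under 1 TPM, and the highest median was 3.02 TPM, for Mst87F. These organs lie outside the head and the RNA came from heads, so these low values cannot tell the sexes apart. Yp2, unlike Yp1 and Yp3, was under 1 TPM in 16 of the 17 libraries. The male dosage compensation RNAs roX1 and roX2 are not among the genes listed. Yp1 and Yp3 suggest female flies, with Yp1 at 99.6, as a hypothesis from marker genes listed beforehand. The values of Yp2 are not explained by it, and a mixture with some males was not tested.

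Some genes were listed near 0 TPM in one library and well above it in another of the same group. At limits of 0.5 and 10 TPM there were 71 such genes in the sham groups of days 1 and 7, to which the test was limited. Reads shared with an overlapping gene on the same strand would make overlaps more common among them, but 8.45% of them overlap another gene on the same strand, and the median of random lists of the same expression was also 8.45%. Over all 6 groups, counted afterwards, there were 262 such genes, and 6.87% of them overlap, against a random median of 8.02%. The paper's largest increase on day 7, CG7903, is of this kind. It was listed at 26.2 and 24.8 TPM in the TBI libraries of day 7 and at 0.135 to 0.186 TPM in the sham libraries, but at 21.0, 19.0 and 0.0945 TPM in the sham libraries of day 1 and at 0.0764, 18.8 and 15.96 TPM in the TBI libraries of day 1. Of the 43 genes the authors call on day 7, 7 were under 0.5 TPM in one library and at 5 TPM or more in another of the same group on day 1 or 3 (CG7903, CG10576, alka, T48, PAPLA1, CG40486 and RhoU), against a median of 2 in random lists of the same expression, of which 30 in 10000 held as many. These genes were named after their values were seen. Values that switch between near 0 and a higher level whatever the group may thus account for 7 of the 43 calls, as a hypothesis, and what makes them switch is not known.

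The AMPs were high in some sham libraries of day 7. Their mean log2(TPM + 1) was 5.39, 3.31 and 5.92 in sham replicates 1, 2 and 3 of day 7, against 3.13 to 3.93 in the sham libraries of day 1, and the mean was higher on day 7 for 15 of the 16 genes. In the TBI libraries of day 7 the means were 3.65 and 5.44, so 1 of them lay at the level of the sham libraries of day 1 and 1 above it, and the mean of the 2 was above that of sham day 1 for 14 of the 16 genes. The sham libraries of day 3 were above those of day 1 for 12 of the 16. Whether the same rise is present in the TBI libraries of day 7 therefore cannot be told from 2 libraries, and the comparison of AMPs on day 7 depends on high values in sham replicates 1 and 3. Day, library handling and infection cannot be told apart here, and no biological explanation was tested.

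The gene dhd was listed at 551 and 480 TPM in TBI day 1 replicates 2 and 3, at 558 TPM in sham day 3 replicate 2 and at 1541 TPM in TBI day 7 replicate 1, and at 1.21 TPM or less in the other 13 libraries. It was named after its values were seen.

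In the day 1 fit, alrm fell by 0.84 on the log2 scale (adjusted p = 0.0678), and repo and nSyb fell by 0.55 and 0.68 without passing (adjusted p = 0.105 and 0.116). Under 6 of the 11 alternatives alrm fell below the threshold (adjusted p from 0.0171 to 0.269), and under 2 of them nSyb passed. The families were also tested on days 3 and 7, which was added after the values of day 1 had been seen, and 10 and 8 of the 14 families passed. Since other divisions of the libraries of day 3 gave 6, 2 and 4 families, these tests call families too readily. As a family the AMPs were higher after TBI on day 3 (median log2 fold change 1.18, 15 of 16 higher, adjusted p = 7.06e-11) and lower on day 7 (median −0.86, 4 of 16 higher, adjusted p = 0.00660). Glial genes were lower after TBI on day 3 (median log2 fold change −0.22, 2 of 12 higher, adjusted p = 0.00276) and on day 7 (median −0.47, 1 of 12 higher, adjusted p = 5.43e-09). Midgut digestive enzyme genes were lower on day 3 (4 of 39 higher, adjusted p = 0.000101) and higher on day 7 (36 of 38 higher, adjusted p = 0.0116), and they were high in 1 sham library of day 3 and 1 TBI library of day 7. In the paper's own table of pulled-down against whole-head RNA, the adjusted p is 0.0111 for elav and 5.51e-07 for nSyb, the paper's values, while its text describes both genes as not significantly altered by another test.

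Of the 511 genes past both thresholds in the paper's table for day 1, 286 were also called here, 501 had an unadjusted p under 0.05 and all 511 moved in the same direction.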
